# TIM4 expression by dendritic cells mediates uptake of tumor-associated antigens and anti-tumor responses

**DOI:** 10.1038/s41467-021-22535-z

**Published:** 2021-04-14

**Authors:** Nicoletta Caronni, Giulia Maria Piperno, Francesca Simoncello, Oriana Romano, Simone Vodret, Yuichi Yanagihashi, Regine Dress, Charles-Antoine Dutertre, Mattia Bugatti, Pierre Bourdeley, Annalisa Del Prete, Tiziana Schioppa, Emilia Maria Cristina Mazza, Licio Collavin, Serena Zacchigna, Renato Ostuni, Pierre Guermonprez, William Vermi, Florent Ginhoux, Silvio Bicciato, Shigekatzu Nagata, Federica Benvenuti

**Keywords:** Oncology, Tumour immunology

## Abstract

Acquisition of cell-associated tumor antigens by type 1 dendritic cells (cDC1) is essential to induce and sustain tumor specific CD8^+^ T cells via cross-presentation. Here we show that capture and engulfment of cell associated antigens by tissue resident lung cDC1 is inhibited during progression of mouse lung tumors. Mechanistically, loss of phagocytosis is linked to tumor-mediated downregulation of the phosphatidylserine receptor TIM4, that is highly expressed in normal lung resident cDC1. TIM4 receptor blockade and conditional cDC1 deletion impair activation of tumor specific CD8^+^ T cells and promote tumor progression. In human lung adenocarcinomas, TIM4 transcripts increase the prognostic value of a cDC1 signature and predict responses to PD-1 treatment. Thus, TIM4 on lung resident cDC1 contributes to immune surveillance and its expression is suppressed in advanced tumors.

## Abstract (web summary)

Acquisition of dying tumor cell-associated antigens is an essential step for the initiation of anti-tumor immune response by conventional type 1 dendritic cells (cDC1). Here the authors show that the loss of TIM4 expression in lung tumor associated cDC1 is associated with less efficient uptake of cell associated antigens and reduction of CD8 + T cell activation in advanced lung tumors.

## Introduction

Tissue resident Batf3-dependent type 1 dendritic cells (DCs), named cDC1, excel in activation of CD8^+^ T cells to exogenously acquired antigens, and are essential to detect tumors and to mediate rejection of nascent lesions^1–4^. Moreover, intratumoral cDC1 support the function of T cells during T-cell mediated immune clearance^5,6^, and their abundance in several human cancers correlates with better prognosis^5,7,8^. cDC1 accumulation in tumors depends on NK cells and CCL5^8,9^ and cause, in turn, recruitment and expansion of tumor specific T cells in situ^7,10^. These positive correlations likely reflect residual cDC1 activity, as many reports suggest that DCs are negatively affected by signals present in the tumor immune microenvironment (TME)^10–18^.

Previous work established that cDC1-mediated anti-tumor immunity primarily relies on engulfment of dying tumor cells to acquire cell-associated antigens^5,6,16^. Still, the receptors that control acquisition of tumor cell-associated antigens by cDC1 in tumor tissues, and whether this process is targeted by the suppressive TME has not been investigated. Putative receptors such as CD36, DEC-205, DNGR1/Clec9A, SCARF1 and AXL control recognition/binding of dying cells and cross-presentation of cell associated antigens by cDC1^19–24^, in various contexts. TIM4 (T-cell immunoglobulin mucin-4), that recognizes phosphatidylserine (PtdSer) on apoptotic cells (AC), is predominantly expressed on resident peritoneal macrophages^25–27^ and some subsets of DCs^28–32^. The expression of these phagocytic receptors on tissue resident cDC1, their contribution to tumor antigen uptake and modulation during tumor growth remains however poorly explored.

In this study, we use a transplantable orthotopic KP model of adenocarcinoma of the lung (derived from Kras/p53 KP mice^16,33,34^) to study the ability of lung resident cDC1 to engulf cell-associated antigens during tumor development. cDC1 actively engulf and present cell-associated antigens to CD8^+^ T cells at early stages of tumor development, yet antigen uptake, presentation and T cell activation is inhibited in advanced tumors. Gene expression profiling show high expression of TIM4 in normal lungs cDC1 and its downregulation in cells associated with late tumors. In addition, profiling across lung phagocytes indicates that, unlike what has been described in other tissues, TIM4 is not expressed on lung resident macrophages or macrophages associated to lung tumors. Receptor blockade and cDC1 genetic deletion of TIM4 regulates the capacity of cDC1 to engulf dying cells and tumor cells in the lung, and to induce cancer specific CD8 responses that control tumor growth. In human lung adenocarcinomas a combined cDC1/*Timd4* gene signature predicts survival in early stages patients, and responses to PD-1 treatment in a cohort of lung adenocarcinoma patients.

## Results

### cDC1 fail to uptake cell associated antigens in late lung tumors tissue

To explore uptake of cell associated antigens by lung resident cDC1 during tumor development, we established orthotopic tumors by intravenous inoculation (i.v.) of Kras^G12D/+^;p53^−/−^ primary tumor cells (KP)^33,34^. We defined two time points for analysis, early tumors (KP(e), days 10–14) when the tumor area occupies between 5–10% of the lung parenchyma and a late time point, when nodules occupy more than 30% of the total lung area (KP (l), days 28–35) (Supplementary Fig. 1a). Mice injected with PBS were used as control (normal lungs, nLung). Established tumors showed an increased frequency of neutrophils, unchanged frequencies of SiglecF^+^ CD11c^+^ alveolar macrophages (AM) and Ly6C monocytes and decreased frequencies of T cells (Supplementary Fig. 1b). The DCs compartment (Supplementary Fig. S1c–e) in late tumors was characterized by an increment of mo-DCs and cDC2 over cDC1, in line with previous data^16,18^. Expression of cDC1 lineage specific and maturation markers was not affected in tumor-associated cDC1 (Supplementary Fig. 1f). To examine the ability of cDC1 to engulf dying cells, we first administered labeled apoptotic thymocytes intratracheally (i.t.) to control or tumor bearing animals. Quantification of fluorescence associated with phagocytes 2 h after inoculation showed a high uptake by AM and a lower uptake by cDC1 and cDC2 (Figs. 1a and S2a). Uptake by cDC2 and AM remained unchanged in early and late tumors as compared to controls, whereas uptake by cDC1 was significantly inhibited in late tumors (Fig. 1a). To directly examine the uptake of cellular tumor fragments in tissues, we generated a KP-BFP reporter line. At early time points after tumor inoculation we observed a higher BFP fluorescence in lung cDC1 than in cDC2 and AM, likely due to faster degradation of endocytic cargo in the latter subsets (Supplementary Fig. 2b)^5,35^. In more advanced tumors, BFP associated with cDC1 was significantly decreased whereas it remained unchanged in cDC2 and AM, suggesting a selective reduction in the capacity to engulf tumor cells by cDC1 (Fig. 1b and Supplementary Fig. 2b). To visualize the uptake at the singe cell level we next isolated cDC1 from control, early, and late KP tumor-bearing mice and incubated them ex-vivo with labeled apoptotic thymocytes. cDC1 from normal lung and early tumors captured and engulfed dying cells efficiently. In contrast, cDC1 isolated from late tumors were impaired in binding to and phagocytosis of dying cells (Fig. 1c, d and Supplementary Fig. 2c, d). We concluded that the TME of KP tumors inhibits the intrinsic capacity of cDC1 to engulf dying cells. cDC1 preferentially cross-present tumor associated antigens acquired via phagocytosis to activate tumor specific CD8^+^ T cells^5,6,24^. To understand the impact of defective uptake on the capacity to cross-present antigens, we generated a KP-OVA line expressing low levels of the model antigen OVA (OVA, clone G11, Supplementary Fig. 3A). KP-OVA tumors grew less than the parental KP tumors and showed smaller nodules at late time points (Supplementary Fig. 3b). Depletion of CD8^+^ T cells during the first 2 weeks upon tumor challenge led to a dramatic increase in tumor burden indicating that tumor containment was mediated by CD8^+^ T cells (Supplementary Fig. 3c). Staining with the 25D-1.16 antibody to detect cross-presented peptide:MHC OVA on tissue cDC1 showed high antigen density in early KP-OVA tumor bearing lungs and low signal in late tumor bearing lungs (Fig. 1e and Supplementary Fig. 3d). To further probe changes in the capacity to cross-present tumor associated antigens we isolated cDC1, cDC2, and AM from mice bearing early or late KP-OVA tumors. In early tumors, cDC1 were the only subset capable of inducing efficient activation of OVA specific CD8, in line with previous reports (Fig. 1f and Supplementary Fig. 3e)^3,5,6,36^. This property was significantly inhibited in cDC1 from late tumors indicating that cross-presentation of antigens picked-up in tumor tissue is lost in advanced tumors (Fig. 1f). To confirm suppression of cross-presentation of cell-associated antigens, we delivered OVA-loaded apoptotic thymocytes in the lung. CD8 T cells proliferated in control and early tumor bearing animals but not in in late tumor bearing animals (Fig. 1g). Spontaneous IL-12 production in vivo was slightly decreased yet cells responded efficiently to ex-vivo restimulation suggesting that cytokine signals by DC1 are not deeply compromised (Supplementary Fig. 3f, g). In addition, peptide pulsed cDC1 induced robust activation of OVA specific CD8^+^ T cells, indicating normal interaction with T cells and no impairment in co-stimulatory signals (Supplementary Fig. 3i). Cross-presentation of soluble protein antigens delivered ex-vivo was diminished in late tumor cDC1, in line with previous reports^13^ (Supplementary Fig. 3j). Thus, by dissecting individual steps of DC1 activity, we evidenced a primary defect in antigen capture by tumor tissues resident cDC1.

**Fig. 1:**
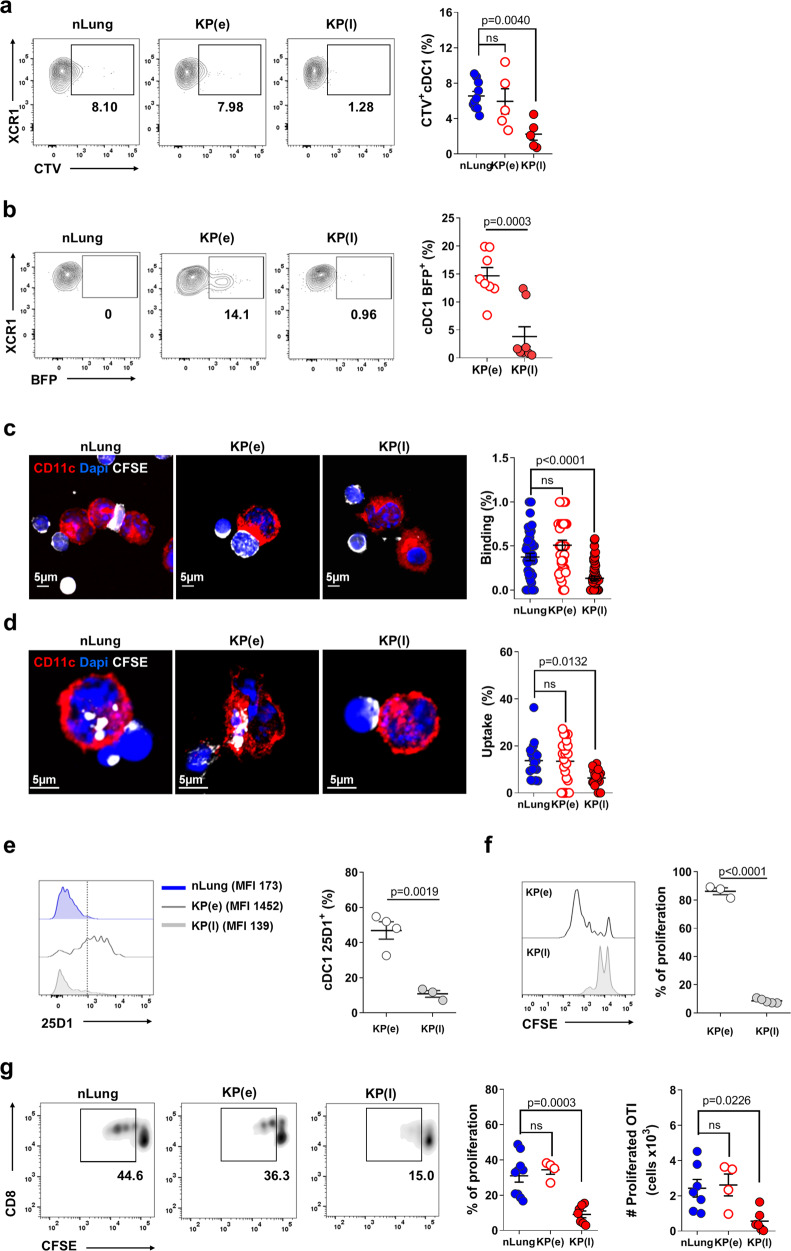
Uptake of cell associated tumor antigens by cDC1 is inhibited in advanced lung tumors. **a** Control mice (nLung), or mice carrying early (e) or late (l) KP tumors were challenged i.t. with CTV labeled apoptotic thymocytes. Two hours later total lung cell suspensions were analyzed by flow-cytometry to assess the fraction of phagocytes associated to fluorescence. Representative flow cytometry plots of cDC1 (gated on CD45^+^/Cd11c^+^/SiglechF^−^/MHC-II^high^/CD11b^−^) and quantification of uptake, expressed as percentage of CTV^+^ cDC1. Data were examined over two independent experiments: nLung *n* = 8, KP(e) *n* = 5, KP(l) *n* = 5, one-way ANOVA followed by Tukey’s post-test. **b** Mice were challenged with KP-BFP cells. Lungs were harvested at early or late time points after challenge to prepare total lung cell suspensions. Representative flow cytometry plots displaying the percentage of BFP^+^ cDC1 and the corresponding quantification. Data are pooled from two experiments with *n* = 8 mice per group, two-tailed unpaired *t*-test. **c**, **d** Sorted-cDC1 cells from nLung, early or late whole tumor tissues were incubated for 30’ (binding, **c**) or 2 h (uptake, **d**) with CFSE labeled apoptotic thymocytes. **c** Representative micrographs showing cDC1 binding to thymocytes. The percentage of cDC1 in contact with at least one thymocyte was quantified on 30 individual cells acquired on separated fields in two independent experiments. **d** Representative micrographs showing thymocytes uptake. The percentage of cDC1 that has engulfed at least one cellular fragment is plotted as uptake. Data are representative of 30 cells/condition in two independent experiments. In **c** and **d** one-way ANOVA followed by Tukey’s post-test**. e** Tumors were induced by i.v. injection of KP-OVA expressing cells. Cross-presentation by lung cDC1 was detected by flow cytometry on whole lung tissues by labeling with peptide:MHC OVA specific antibody (25D1.16) (gated on CD45^+^/Cd11c^+^/Siglech-F^−^/MHC-II^high^/CD11b^−^). Representative histograms and quantification of the percentage of positive cells based on the gate depicted on histograms. Data are from two independent experiments: KP(e) *n* = 4, KP(l) *n* = 3 (cDC1 were pooled from two mice for analysis), two-tailed unpaired *t*-test. **f** cDC1 were sorted from whole lung cell suspension of early and late KP-OVA bearing tumors and mixed with CFSE-labeled OVA specific T cells (OT-I). Representative CFSE peaks and quantification of proliferation (cells undergoing at least two cycles of proliferation over total T cells). Each point corresponds to cDC1 isolated from KP(e) *n* = 3 or KP(l) *n* = 4 mice in three independent experiments, two-tailed unpaired *t*-test. **g** CSFE labeled OT-I were transferred into nLung, early, and late tumor bearing animals. OVA-loaded apoptotic thymocytes were administered i.t. and T cell proliferation in the mediastinal lymph node (MLN) was evaluated 2 days later. Data are from two independent experiments, nLung *n* = 9/7, KP(e) *n* = 4 or KP(l) *n* = 7, one-way ANOVA followed by Tukey’s post-test. All data are expressed as mean ± SEM. Source data are provided as a Source Data file.

### Lung cDC1 fail to activate CD8^+^ tumor responses in late tumors

To examine whether reduced antigen presentation by cDC1 along with tumor progression correlates to impairment of CD8^+^ T cell responses in vivo, we tracked endogenous CD8^+^ T cell over time in the blood of animals challenged with KP-OVA. Circulating IFN-γ^+^ CD8^+^ T cells were observed by day 14 after challenge, peaked at day 21 and declined to almost baseline by day 28 (Fig. 2a, b). The same trend was observed in lung tissue CD8^+^ T cells when comparing early and late time points (Fig. 2c). Immunohistochemistry showed high density of CD8^+^ T cells in early nodules as opposed to few CD8^+^ T cells confined at the tumor border in late tumors (Fig. 2d). Because loss of T cell responses may have resulted from selection of OVA negative tumor cells in late tumors^33^, we verified OVA expression by flow cytometry and immunohistochemistry. The percentage of OVA expressing CD45^−^ cells was similar in early and late tumors (Supplementary Fig. 4a). The intensity of OVA staining was similar in small nodules in early tumors and large nodules in late tumors (Supplementary Fig. 4b), indicating that the antigen is still expressed in advanced lesions. To distinguish cell intrinsic exhaustion of CD8^+^ T cells from defective antigen presentation, we analyzed proliferation of naïve CFSE labeled CD8^+^ OVA specific T cells transferred into early and late tumor bearing-lungs. Proliferation was induced efficiently in early tumors but not in late tumors, suggesting lack of priming by APC in situ (Fig. 2e, f). In addition, proliferation was reduced in Batf3^−/−^ mice^3^, indicating that cDC1 are required for full T cell activation in this model (Fig. 2g, h). Together these data indicate that inefficient priming of tumor specific CD8^+^ T cells in established tumors coincides with loss of antigen presentation by tissue resident cDC1.

**Fig. 2:**
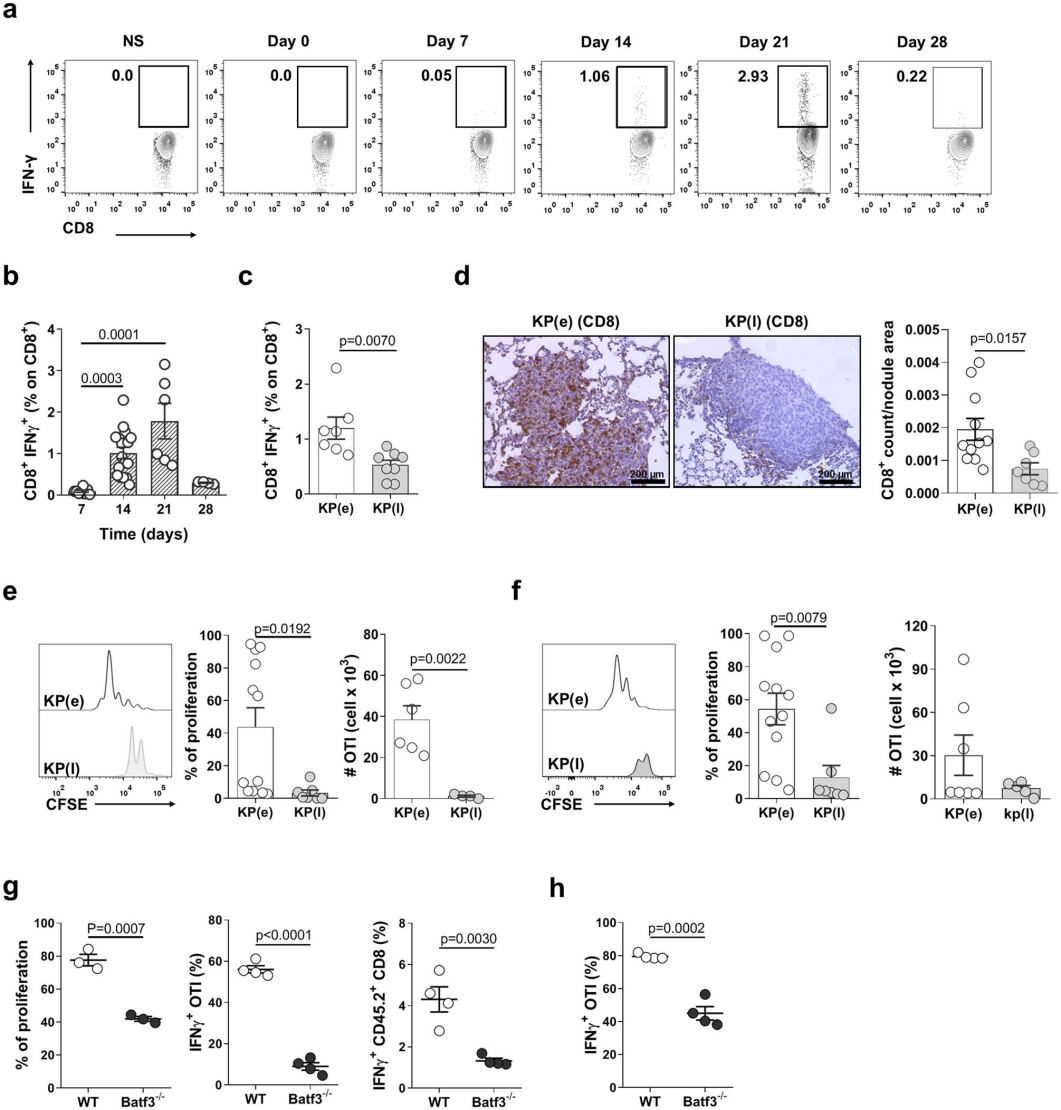
CD8^+^ T cell responses and cross-presentation of tumor antigens by cDC1 are inhibited in late tumors. **a**, **b** Representative plots and quantification of the kinetic of IFN-γ production by endogenous blood CD8^+^ T cells in KP-OVA challenged mice. Data are from two independent experiments at day 7–28 or 3 independent experiments at day 14–21. In **b** Kruskal–Wallis followed by Dunn’s post-test day 7 *n* = 6, day 14 *n* = 15, day 21 *n* = 6, day 28 *n* = 4 mice. **c** Percentage of IFN-γ producing endogenous CD8^+^ T cells in lungs bearing early or late KP-OVA tumors. KP(e) *n* = 7, KP(l) *n* = 8 mice in two independent experiments, two-tailed unpaired *t*-test. **d** CD8^+^ T cells localization in early and late KP-OVA tumors. Scale bar 200 µm. Quantification of the density of CD8^+^ T cells as a function of the nodule area was calculated automatically on three consecutive sections/sample. Data are from KP(e) *n* = 11, KP(l) *n* = 7, two-tailed unpaired *t*-test. **e**, **f** Proliferation profile of OT-I in the MLN (**e**) or lung (**f**) of mice bearing early or late KP-OVA tumors was measured 2 days after transfer. Proliferation index (cells that underwent at least two cycles of proliferation) and absolute numbers of proliferated cells are depicted. In **e** % of proliferation KP(e) *n* = 12, KP(l) *n* = 7; absolute numbers KP(e) *n* = 6, KP(l) *n* = 4. In **f** %proliferation KP(e) *n* = 12, KP(l) *n* = 7; absolute numbers KP(e) *n* = 7, KP(l) *n* = 5. Data are from three independent experiments, two-tailed unpaired *t*-test. **g**, **h** KP-OVA tumors were induced in WT and Batf3^−/−^ mice. **g** Proliferation and IFN-γ production of adoptively transferred OVA specific CD8 T cells and IFN-γ production by endogenous CD8^+^ T cells in the lung. %proliferation WT *n* = 3, Batf3^−/−^ *n* = 3; IFNγ^+^OTI (%) and IFNγ^+^CD45.2^+^CD8(%) WT *n* = 4, Batf3^−/−^ *n* = 4; two-tailed unpaired *t*-test. **h** IFN-γ production by OT-I in MLNs. Data represent one of two independent experiments (*n* = 4 mice/group), two-tailed unpaired *t*-test. All data are expressed as mean ± SEM. Source data are provided as a Source Data file.

### Gene expression profiling shows loss of TIM4 in lung tumor associated cDC1

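Conventional type 1 dendritic cells (cDC1) of the lung engulf dying cells and carry their antigens to CD8 T cells in the draining lymph node. Uptake depends on receptors at the cell surface, so a change in the mRNA of such a receptor is a way in which a tumor can alter what a cDC1 acquires. Here the mRNA of all genes was read on Mouse Gene 2.0 ST arrays, 4 from cDC1 of control lungs (nLung) and 3 from cDC1 of lungs bearing late KP tumors, written KP(l). Each array held RNA of cDC1 sorted from a pool of lungs from 2 to 3 mice. KP(l) mice had received 100000 KP cells into the tail vein, and the sample labels give day 28 for the harvest. CD11c-positive cells were enriched on beads and then sorted with antibodies to CD11c, CD103, SiglecF, CD11b and MHC class II, so that SiglecF separated cDC1 from alveolar macrophages.

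The deposited table held RMA values on the log2 scale for 25428 probe sets, each built for 1 Entrez gene. Array medians lay between 3.49 and 3.57 on the log2 scale. Across genes, which are not independent replicates, Pearson's r was 0.947 to 0.978 for the 9 pairs of arrays of the same group and 0.942 to 0.976 for the 12 pairs from different groups. The first principal component held 24.9% of the variance and did not part the groups, since KP(l) replicate 3 lay at -17.9, between nLung replicates that ran from -28.7 to -1.58, while KP(l) replicates 1 and 2 lay at 61.3 and 21.2. The arrays can also be divided into 2 sets that cross the groups. In the 4 arrays of replicates 1 and 2 the upper quartile of all values was 5.11 to 5.17, and in the other 3, which are nLung replicates 3 and 4 and KP(l) replicate 3, it was 5.22 to 5.28. Pearson's r was 0.973 to 0.978 within the latter set and 0.942 to 0.955 within the former, so that the arrays of the former are less alike, and with the group as a term 0 probe sets differed between the sets at an adjusted p of 0.05 or less. For each list that passed its test, and for many of the genes named, the difference is also given within each set.

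Differences between KP(l) and nLung were tested gene by gene with limma, and a gene counted as differentially expressed at an adjusted p of 0.05 or less and a fold change of 2 or more in either direction, the thresholds of the study. In simulated arrays with the means and spreads of the real ones, 69.2% of the genes given a log2 change of 2 and 13.5% of those given a log2 change of 1 were found at these thresholds. Each run changed 200 genes, all above the median mean, and drew genes independently of one another. Correlation between genes and the number of true changes were not matched, so these shares may not hold for the real arrays. Where single genes are tested by permuting the 7 array labels, the smallest p that 4 against 3 arrays allow in an exact two-sided test is 0.0286.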

To explore the molecular basis of loss of antigen acquisition in late tumor, we compared the transcriptional profile of cDC1 isolated from control lung (nLung) or late KP tumor-bearing lungs. Factors defining the cDC1 lineage were similarly expressed in control and tumor associated KP cDC1, indicating that cDC1 maintained their identity (Fig. 3a). 

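cDC1 depend on the transcription factors IRF8, BATF3 and ID2 and on the cytokine receptor FLT3. They are recognised by the chemokine receptor XCR1, by CLEC9A, which binds actin filaments of dead cells, and by the RNA sensor TLR3, and those of the lung also carry CD103 (Itgae) and langerin (Cd207). The cDC2 lineage relies instead on IRF4 and carries SIRPα, CD11b (Itgam) and CSF1R.

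Of the 11 cDC1 genes of Fig. 3a, 0 were higher and 0 were lower in KP(l) cDC1 at an adjusted p of 0.05 or less from limma, 1 was higher and 2 were lower at an unadjusted p under 0.05, and 0 passed when adjusted over the list alone, where the smallest adjusted p was 0.0945. Their median log2 fold change was -0.12, and 8 of the 11 lay below 0. As a set they had an adjusted p of 0.295 from limma's camera, and of 0.0332, toward lower expression, without KP(l) replicate 3. Irf8 had a linear expression of 1441 ± 79.6 (SD, n = 4 arrays) in nLung and 1440.3 ± 212 (SD, n = 3 arrays) in KP(l). Batf3 stood at 261 ± 26.4 and 274 ± 5.12 in the same order, and Id2 at 1352 ± 164 and 1226 ± 198. Log2 fold changes of Cxcr3, Xcr1, Tlr3, Flt3 and Cd24a were -0.10, -0.13, -0.12, 0.18 and -0.22, each smaller than the standard deviation of the KP(l) arrays. Clec9a, at 1632 ± 104 in nLung and 1311 ± 196 in KP(l), had a log2 fold change of -0.33 (standard error 0.12, adjusted p = 0.912), with -0.41 among replicates 1 and 2, -0.14 among the other arrays and -0.21 without KP(l) replicate 1. Itgae differed the other way, by 0.36 (standard error 0.11), or 0.44 and 0.32 in these sets of arrays. Every KP(l) array lay above every nLung array for Itgae, and an exact permutation test of its group means gave an unadjusted p of 0.0286. Cd207 was the member with the widest difference, 349 ± 111 in nLung and 125 ± 99.8 in KP(l), a log2 fold change of -1.77 (standard error 0.56, adjusted p = 0.912) that measured -2.08 among replicates 1 and 2 and -0.83 among the other arrays, and -1.17 without KP(l) replicate 2.

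Of the 4 cDC2 genes, none passed in limma over all genes or when adjusted over the list alone, and 1, Irf4, had an unadjusted p under 0.05. Irf4 had a log2 fold change of -0.58 (standard error 0.23, adjusted p = 0.912) and Itgam had a log2 fold change of 0.04 (standard error 0.24), and without KP(l) replicate 1 that of Irf4 was -0.33. The table behind Fig. 3a leaves a cell blank for Csf1r in nLung replicate 1 and for Sirpa in KP(l) replicate 1, and the paper gives no reason. Over the arrays the table fills, Csf1r stood at 56.0 in nLung and 76.0 in KP(l), and over all arrays nLung stood at 51.0, with 35.9 in the array left out. Sirpa stood at 29.2 in nLung and 36.0 in KP(l) over the arrays the table fills, and at 63.0 in KP(l) over all arrays, with 117 in the array left out. Over all 7 arrays the log2 fold change was 0.49 (standard error 0.39) for Csf1r and 0.92 (standard error 0.47) for Sirpa, but 0.17 for Csf1r without KP(l) replicate 2, 0.92 without KP(l) replicate 3, and 0.35 for Sirpa without KP(l) replicate 1.

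Of the 103 filled cells of the table behind Fig. 3a, 14 lie within 1% of the deposited values used here. After a ComBat adjustment of the deposited values for the 2 sets of arrays, with the group kept, 102 of these cells do, and the paper's text does not name such a step.

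**Figure D1:**
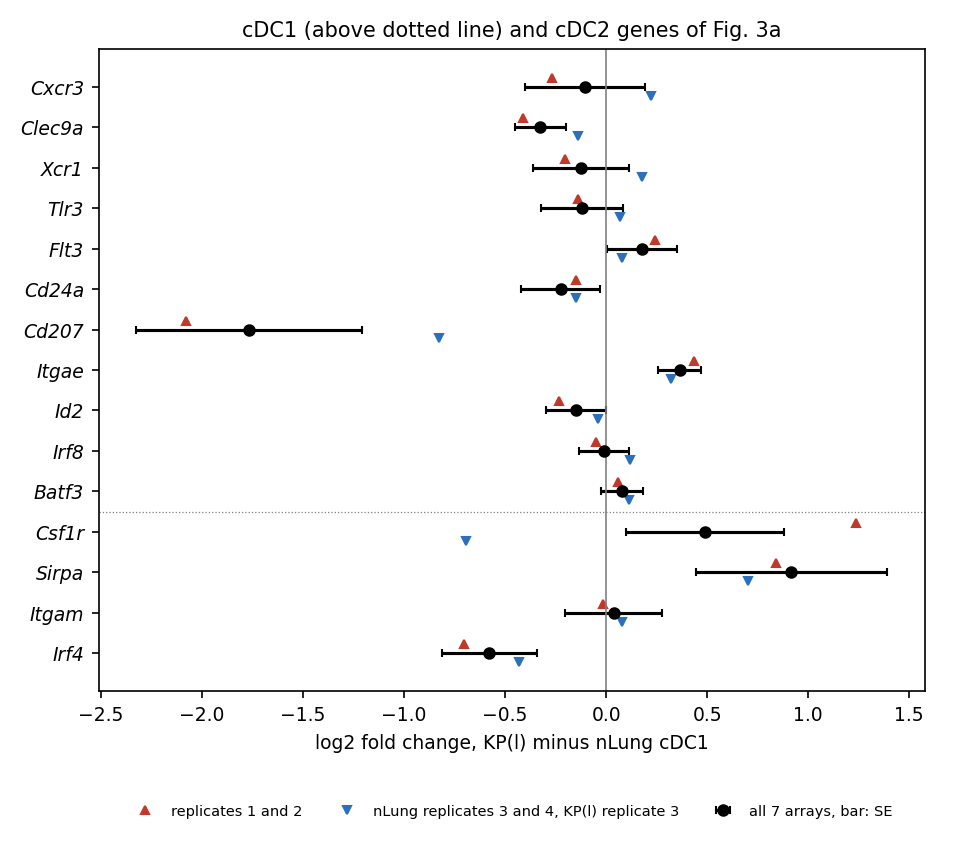
Log2 fold change of the cDC1 and cDC2 genes of Fig. 3a, KP(l) minus nLung (horizontal axis). Black points are estimates over all 7 arrays with their standard errors, upward triangles the difference among replicates 1 and 2 and downward triangles that among the other 3 arrays. Csf1r lies at 1.24 in the former set and -0.69 in the latter.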

Gene expression analysis returned more than 40 differentially expressed transcripts (false discovery rate ≤5% and absolute fold change ≥2; Supplementary Fig. 5a and Supplementary Table 1). 

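A tumor can change what a dendritic cell senses, where it moves and how it handles its cargo while the cell keeps its lineage. Such changes would be read in genes of signalling, of migration and adhesion, of the cytoskeleton and of the lysosome. Each gene is judged against the spread between replicate arrays and against the number of genes tested.

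Over all probe sets limma called 0 genes, 0 higher and 0 lower in KP(l), and the smallest adjusted p was 0.502. At an unadjusted p under 0.05 there were 1236 probe sets, 666 higher and 570 lower, where chance alone gives 1271. Of these, 237 also differed 2-fold or more, 123 higher and 114 lower. The values of the 2 groups did not overlap in 977 probe sets, or 3.84% of all, where chance gives 5.71% if no values are tied. Pairs of arrays held 1728 to 2870 identical values, so that chance can give less than this here. SAM, the method of the study, was written anew for these data. It called 0 genes at a false discovery rate of 5%, its lowest rate was 0.152, and 1515 probe sets had an unadjusted p under 0.05. With false calls counted past the fold threshold only, a setting chosen after the data had been seen, SAM called 6, all higher in KP(l), among them Actn1, Tmem63a, Socs1 and Scamp1. On values adjusted with ComBat for the 2 sets of arrays, a step tried only after the data had been seen, SAM called 24 genes, 12 higher and 12 lower, or 81 when false calls were counted past the fold threshold only. Over 34 splits of the arrays into 3 and 4, the real one included, 10 gave at least 24 genes and 6 at least 81. Chance is therefore not excluded for these counts. With the 2 sets as a block in limma, 0 genes were called and 1409 had an unadjusted p under 0.05.

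The genes that follow were chosen after their values were seen, from those with the smallest unadjusted p, and none passed limma's threshold. Actn1, which encodes an α-actinin that crosslinks actin filaments, stood at 238 ± 41.6 (SD, n = 4 arrays) in nLung and 626 ± 57.6 (SD, n = 3 arrays) in KP(l), a log2 fold change of 1.41 (standard error 0.17, adjusted p = 0.502). It measured 1.28 among replicates 1 and 2 and 1.54 among the other arrays. The ion channel gene Tmem63a had a log2 fold change of 1.51 (standard error 0.18, adjusted p = 0.502), or 1.34 and 1.68 in these sets. Ctsa, for the lysosomal carboxypeptidase cathepsin A, stood at 39.6 ± 20.3 in nLung and 373 ± 183 in KP(l), a log2 fold change of 3.22 (standard error 0.55, adjusted p = 0.735), or 3.12 and 2.80 in the sets. Log2 fold changes were negative for the adhesion molecule gene Alcam, at -1.06 (standard error 0.13), the leukotriene B4 receptor gene Ltb4r1, at -1.37 (standard error 0.18), and the chemokine receptor gene Cxcr4, at -1.34 (standard error 0.22). Among replicates 1 and 2 they measured -1.16, -1.06 and -1.76 in this order, and among the other arrays -0.85, -1.80 and -0.68.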

Transcripts enriched in tumor-associated cDC1 belonged preferentially to the interferon alpha pathway, intracellular trafficking and antigen processing (Supplementary Fig. 5b–d). 

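Type I interferons such as interferon alpha switch on antiviral and antigen presentation genes in dendritic cells. Interferon gamma, a product of T and NK cells, drives guanylate-binding proteins, Cxcl9, Socs1 and Ciita. Peptides for CD8 T cells are loaded on MHC class I in the endoplasmic reticulum and those for CD4 T cells on MHC class II in endosomes, while coats, SNAREs and Rab proteins route the vesicles between these compartments.

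Each process was read as a gene list fixed before the data were examined and tested with limma's camera against all other genes, with p adjusted over 29 lists. The 86 measured genes of the interferon alpha response rose as a set in KP(l) cDC1, with a median log2 fold change of 0.12 and an adjusted p of 0.0287. With a correlation between genes estimated from the data in place of the preset 0.01 it did not pass (adjusted p = 0.624). Within it, 56 genes lay above 0 and 30 below, 0 passed in limma over all genes, 11 were higher and 2 lower at an unadjusted p under 0.05, and 1, Gbp2, passed when adjusted over the list alone (adjusted p = 0.0295). Among replicates 1 and 2 the median was 0.15, and among the other arrays it was 0.10. Genes of this list chosen after their values were seen were Ifi30, the lysosomal thiol reductase, at a log2 fold change of 0.71 (standard error 0.14, adjusted p = 0.816), Irf7 at 1.34 (standard error 0.46), Ifitm3 at 1.01 (standard error 0.29) and Isg15 at 1.17 (standard error 0.47), or 0.73 without KP(l) replicate 3. B2m and Cd74, the members with the highest mean, had log2 fold changes of 0.01 and -0.09. The 32 core antiviral genes had a median of 0.13 and an adjusted p of 0.237, or 0.0417 with the 2 sets of arrays as a block, a setting chosen after the data were seen, and 0.575 with this block and an estimated correlation. Of these, Bst2 lay at 0.42, or 0.13 without KP(l) replicate 2, and Ifi203 at -0.93, or -0.54 without KP(l) replicate 1.

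The 20 interferon gamma induced genes also rose as a set, with a median of 0.49 and an adjusted p of 0.00118, and did not pass with the estimated correlation (adjusted p = 0.190). Their median was 0.30 among replicates 1 and 2 and 0.47 among the other arrays, 0 passed in limma over all genes, 7 were higher at an unadjusted p under 0.05, and 5 passed when adjusted over the list alone. These were Socs1, with a log2 fold change of 1.44 (standard error 0.18), Gbp2 with 1.02 (standard error 0.15), Gbp3 with 0.99 (standard error 0.27), Cd274, which encodes PD-L1, with 0.78 (standard error 0.18), and Cxcl9, at 128 ± 74.5 (SD, n = 4 arrays) in nLung and 605 ± 189 (SD, n = 3 arrays) in KP(l), a log2 fold change of 2.48. Of these 5 genes, only Cxcl9 was named by the fixed rule for naming genes, and Ciita, named by the same rule, had a log2 fold change of 0.11.

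Antigen processing and trafficking did not pass the test as sets. MHC class I processing, 31 genes, had a median of 0.09 and an adjusted p of 0.276, with H2-D1 at 0.04. MHC class II processing, 15 genes, had a median of -0.03 but a mean of 0.22, with the test pointing up, and an adjusted p of 0.813. H2-Ab1 lay at -0.03, while Lgmn, an endosomal protease chosen after its value was seen, lay at 1.55 (standard error 0.44), and Ifi30 was the 1 member to pass when adjusted over the list alone (adjusted p = 0.0241). Trafficking, 69 genes, had a median of 0.04 and an adjusted p of 0.833, with Ppt1 at 0.02 and M6pr at 0.13, or 0.08, 0.06 and 0.24 without nLung replicate 1, KP(l) replicate 1 and KP(l) replicate 2. Scamp1, for a carrier protein of post-Golgi vesicles, was chosen after its value was seen. It was the 1 member to pass when adjusted over the list alone (adjusted p = 0.0109), at 8.61 ± 1.73 in nLung and 42.5 ± 17.9 in KP(l). The nLung signal of Scamp1 was low, so that the size of this difference is uncertain. None of the lists passed with the estimated correlation. The interferon alpha set did not pass without nLung replicate 2 (adjusted p = 0.304), without KP(l) replicate 2 (adjusted p = 0.0684) or without KP(l) replicate 3 (adjusted p = 0.257).

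**Figure D2:**
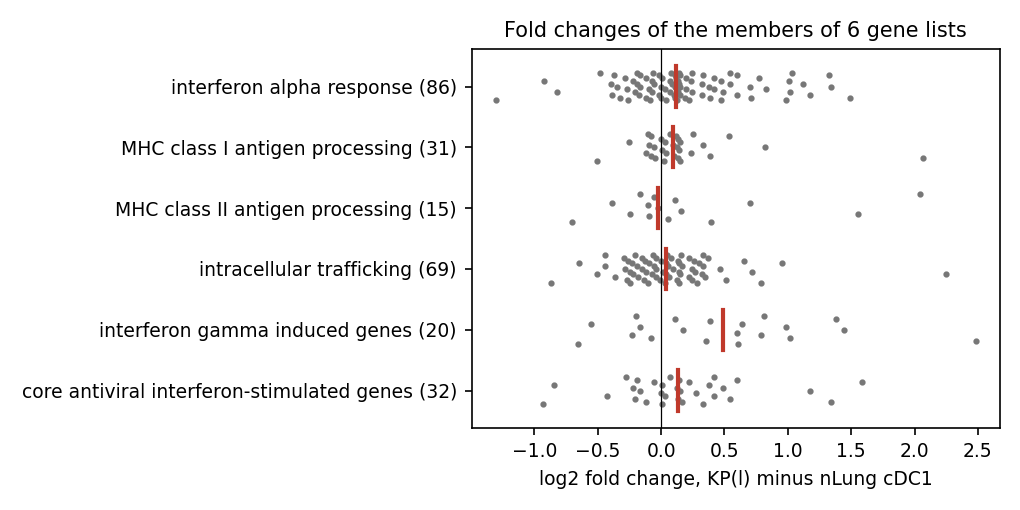
Log2 fold change, KP(l) minus nLung (horizontal axis), of the measured members of 6 gene lists, with the number of members after each name. Each point is a gene and each bar the median of its list, 0.49 for the interferon gamma induced genes and 0.04 for trafficking.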

We focused on phagocytic receptors to find a mechanism for loss of antigen uptake. As shown in Fig. 3b, c; *Timd4*, encoding for the PtdSer receptor TIM4^25^, was highly expressed in nLung cDC1 and strongly downregulated in late tumors. 

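Dying cells expose phosphatidylserine (PtdSer) on the outer face of their membrane. TIM4, the product of Timd4, binds PtdSer and tethers the dying cell to the phagocyte.

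The linear expression of Timd4 was 606 ± 196 (SD, n = 4 arrays) in nLung, from 389.7 to 784, and 140.1 ± 30.9 (SD, n = 3 arrays) in KP(l), from 113 to 174. The log2 fold change was -2.08 (standard error 0.29), 4.21-fold less in KP(l), and every KP(l) array lay below every nLung array. An exact permutation test of the difference in group means gave an unadjusted p of 0.0286, the smallest that 4 against 3 arrays allow. For Timd4 the adjusted p from limma was 0.606 over all genes tested and 0.00349 over the 14 genes of the receptor list alone. Since the paper reports Timd4 as changed on these same arrays, neither the exact test nor the test over the list alone is independent. Among replicates 1 and 2 the log2 fold change was -2.46, and among the other 3 arrays it was -1.71. The 11 cDC1 lineage genes did not follow Timd4, since 10 of them differed by less than 2-fold and Cd207, the other, by less than Timd4 over all 7 arrays, though by more (-2.39 against -2.05) without KP(l) replicate 3. Leaving out any 1 array kept the log2 fold change of Timd4 between -2.27 and -1.93. Havcr1, which encodes TIM1, another PtdSer receptor of the same family, was chosen after its value was seen and had a log2 fold change of -1.47 (standard error 0.28, adjusted p = 0.816), or -1.84 and -0.92 in these sets. The paper looked among phagocytic receptors for a mechanism of the loss of antigen uptake and states that Timd4 was strongly downregulated in late tumors, after which it follows TIM4 in cDC1.

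**Figure D3:**
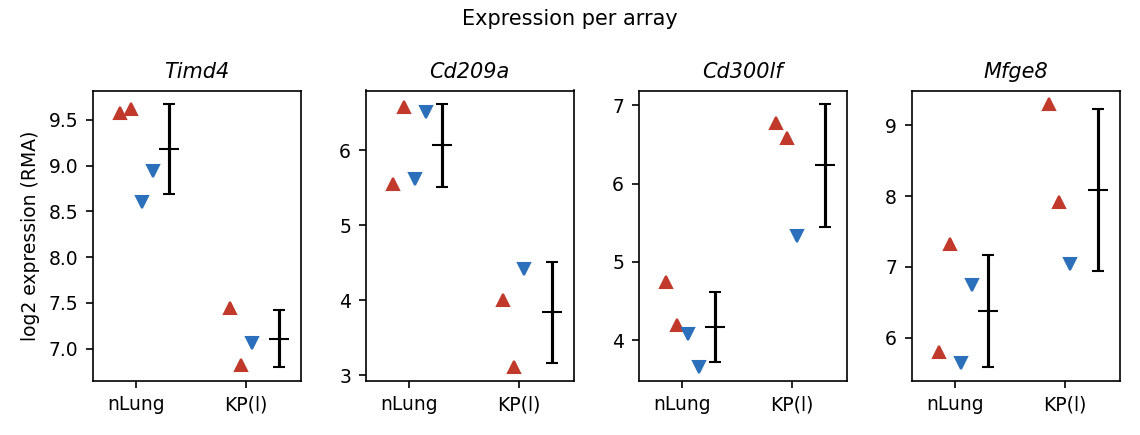
Log2 expression (vertical axes, each with its own range) of Timd4, Cd209a, Cd300lf and Mfge8 in each array, by group. Upward triangles are replicates 1 and 2, downward triangles replicates 3 and 4, and bars give mean and SD, with Timd4 at a mean of 9.18 in nLung and 7.11 in KP(l).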

Other receptors implicated in binding and engulfment of apoptotic cells (*Clec9a, Cd36, Axl, Lrp11, Ly75, Stab1, MerTK, Marco,Tyro3, Scarf1*) showed no significant modulation, with the exception of *Cd300lf*, a second receptor for PtdSer known to inhibit efferocytosis in DCs^37^, and *Cd209a* (DC-SIGN), which was slightly down-modulated. 

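Phagocytes recognise dying cells through several routes besides TIM4. AXL, MERTK and TYRO3 reach PtdSer through the bridging proteins GAS6 and PROS1, CD36 and MARCO are scavenger receptors, and MFGE8 links PtdSer to integrins. CD300LF binds PtdSer directly, and CD209a, a mouse relative of human DC-SIGN, binds glycans.

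Of the 14 genes of Fig. 3b and c, 0 were higher and 0 lower at an adjusted p of 0.05 or less from limma over all genes, 2 higher and 3 lower at an unadjusted p under 0.05, and 1 higher and 2 lower when adjusted over the list alone. The last is not an independent test, since the list holds genes that the paper reports as changed on these same arrays. The higher gene was Cd300lf, at 18.6 ± 5.96 (SD, n = 4 arrays) in nLung and 82.1 ± 36.9 (SD, n = 3 arrays) in KP(l), a log2 fold change of 2.07 (standard error 0.41, adjusted p = 0.816 over all genes and 0.00800 over the list). Beside Timd4 the lower gene was Cd209a, at 70.7 ± 26.4 in nLung and 15.3 ± 6.43 in KP(l), a log2 fold change of -2.22 (standard error 0.41, adjusted p = 0.752 over all genes and 0.00787 over the list). Its KP(l) arrays, at 8.61 to 21.4, gave a low signal, so that the size of this change is uncertain. The nLung arrays of Cd300lf, at 18.6 on average, gave a low signal too, and the size of its change is likewise uncertain. Among replicates 1 and 2 Cd300lf measured 2.22 and Cd209a -2.51, and among the other 3 arrays they measured 1.47 and -1.65. In both genes the arrays of the 2 groups did not overlap, and an exact permutation test of the group means gave an unadjusted p of 0.0286 for each. As the paper reports both genes as changed on these arrays, this test is not independent either. Mfge8 varied between KP(l) arrays, from 132 to 634, against 49.8 to 159.6 in nLung, and its log2 fold change of 1.72 (standard error 0.63, adjusted p = 0.912), or 2.06 and 0.85 in these sets and 1.11 without KP(l) replicate 1, did not pass either adjustment.

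The scavenger receptor Cd36 had a log2 fold change of -0.22 (standard error 0.15), or -0.13 without nLung replicate 4, and Ly75, which encodes DEC-205, of -0.11 (standard error 0.11), or -0.03 without KP(l) replicate 2. Axl lay at 0.45 (standard error 0.23), with 0.39 among replicates 1 and 2, 0.46 among the other arrays and 0.25 without nLung replicate 4. Mertk, at 0.54, and Marco, at 0.42, had standard errors of 0.50 and 0.56. KP(l) replicate 1 stood apart for Mertk, at 35.3 against 10.2 and 12.0 in the other KP(l) arrays, and without it the log2 fold change of Mertk was -0.02. For Marco the arrays apart were nLung replicate 1 and KP(l) replicate 1, at 37.4 and 42.2, and its log2 fold change was 0.76 without the former, 0.02 without the latter and 0.91 without KP(l) replicate 3. Lrp11, Stab1, Tyro3 and Scarf1 gave a linear signal of at most 16.2 in any array, which limits the change that can be seen, and their log2 fold changes were -0.21, -0.05, -0.04 and -0.09. Of 31 other receptors and bridging molecules for apoptotic cells, 0 were higher and 0 lower in limma over all genes, 1 higher and 2 lower at an unadjusted p under 0.05, and 1, Havcr1, was lower when adjusted over the list alone, while Cd68 lay at -0.13 and Calr at 0.02.

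**Figure D4:**
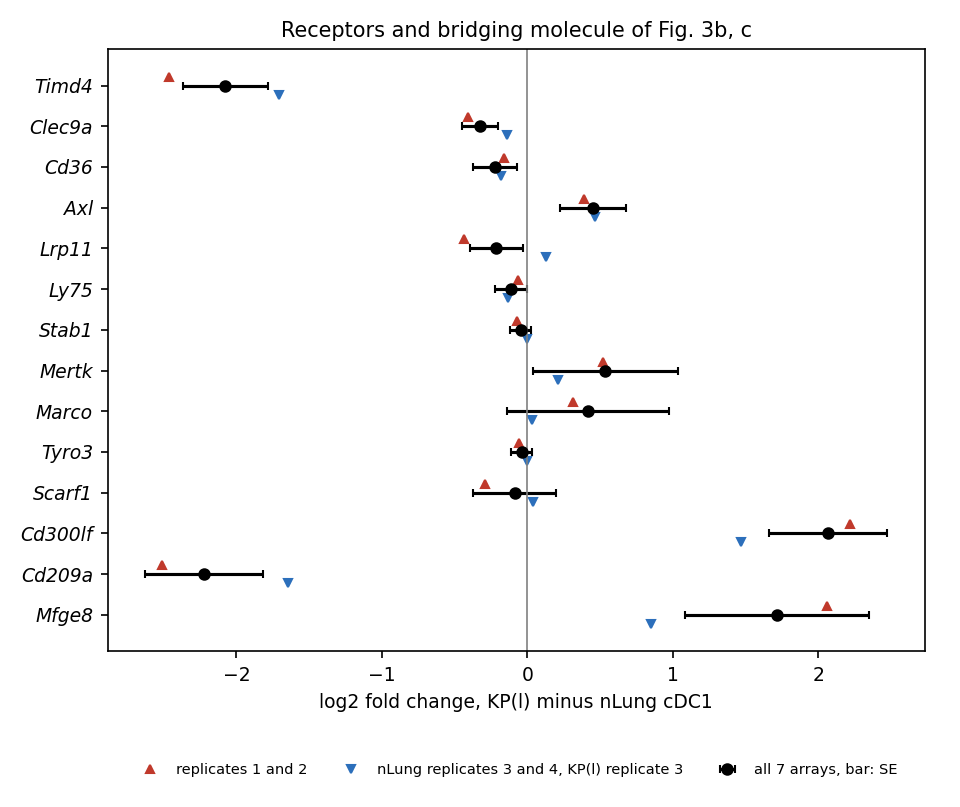
Log2 fold change of the 14 genes of Fig. 3b and c, KP(l) minus nLung (horizontal axis). Black points are estimates over all 7 arrays with their standard errors, upward triangles the difference among replicates 1 and 2 and downward triangles that among the other 3 arrays. Cd300lf lies at 2.22 in the former set and 1.47 in the latter.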

Since selective high expression of TIM4 by lung cDC1 had never been reported we validated our data by analysis of publicly available datasets. Tabula Muris single cells dataset from normal lung tissues (*Nature*. 10.1038/s41586-018-0590-4) confirmed co-expression of *Timd4* with markers of cDC1 in a cluster of myeloid cells (Fig. 3d). Importantly, analysis of a recently generated scRNA dataset from control and KP tumor murine lungs^16^ confirmed selective expression of TIM4 in the cDC1 subset and a significant decrease in tumors condition (Fig. 3e). Flow cytometry confirmed high expression of TIM4 protein in lung cDC1 and lack of expression in the other lung phagocytic subsets (Supplementary Fig. 6a, b). Further profiling across multiple mouse tissues^38^ showed the expected high expression in tissue resident macrophages, in a consistent fraction of Langerhans cells in the skin and in a fraction of dermal cDC1^32^. Slight TIM4 expression was present on liver cDC1, on a small fraction of migratory cDC1/cDC2 in mediastinal LNs and in splenic and bone marrow cDC1/cDC2, confirming the highest expression on lung cDC1 in naive mice (Supplementary Fig. 6c, d).

**Fig. 3:**
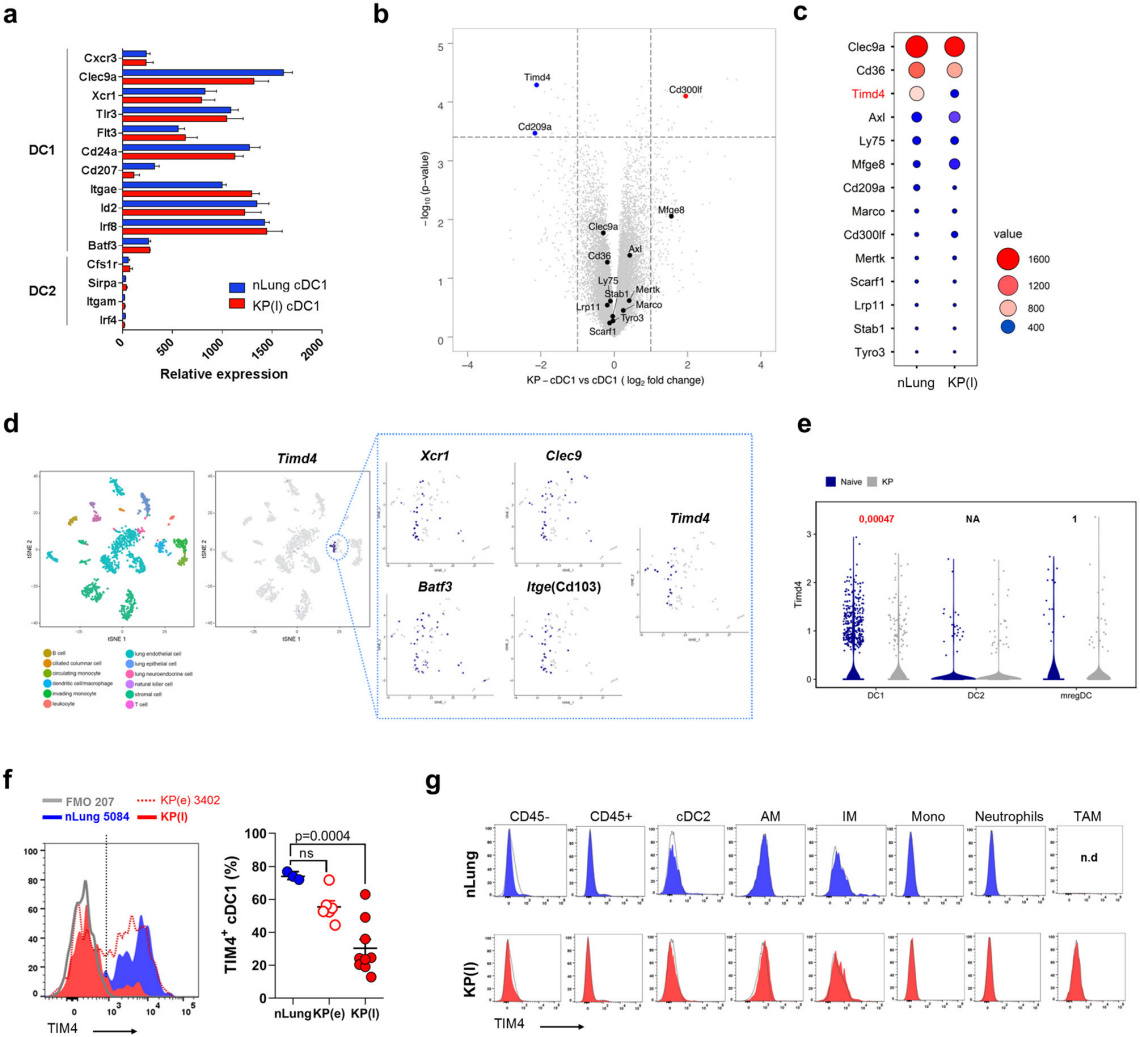
Selective cDC1 expression of the PtdSer receptor TIM4 in lung phagocytes and downregulation in tumors. **a** cDC1 were isolated from nLung or late KP tumors to analyze transcriptional profiles. The graph shows expression of cDC1 and cDC2 lineage specific genes in nLung-sorted and tumor-sorted cDC1. Data are expressed as mean ± SD with nLung *n* = 4, KP(l) *n* = 3. **b** Volcano plot showing the fold change of genes encoding scavenger receptors (significantly modulated genes are depicted in red and blue, using a *q*-value < 5%, a false discovery rate (FDR) ≤ 5% and a fold change ≥2 or ≤2), using the Significance Analysis of Microarray (SAM) algorithm. **c** The dot-plot shows the relative abundance of genes in **b** using a color and size scale of linear expression values. **d** T-distributed stochastic neighbor embedding (tSNE) plots of single cells expression profiles in mouse lungs (Tabula Muris). Colors represent clusters of different subsets based on global similarity of gene expression. The cluster corresponding to DC-macrophages was further analyzed to assess co-expression of cDC1 markers and *Timd4* transcripts, as depicted in the boxes. **e** scRNA seq of naive and KP lung tumors from^16^ were analyzed to visualize *Timd4*-expressing cells in three subpopulation of lung DCs. Violin plots show expression of *Timd4* in cDC1, cDC2, and mregDCs. Statistical analysis was performed using *Seurat* R package, taking in consideration both number of expressing cells and levels of expression. **f** Representative histograms and quantification of the percentage of cells expressing TIM4 in nLung, early and late lung tumors (the gate for identification of positive and negative cells is depicted in the histogram). Data are from nLung *n* = 3, KP(e) *n* = 6, KP(l) *n* = 9 mice. Significance was determined by one-way ANOVA followed by Tukey’s post-test; data are expressed as mean ± SEM. **g** Representative histograms of TIM4 expression on total CD45^−^ and CD45^+^ cells and all lung phagocytic subsets in nLung and late KP lungs. Alveolar macrophages (AM), interstitial macrophages (IM), tumor associated macrophages (TAM), monocytes (Mono). Each peak is overlaid on the corresponding FMO controls (black line). Source data are provided as a Source Data file.

To verify the kinetic of TIM4 downregulation in tumors we analyzed early stages that correspond to functional cDC1. We observed a slight, not significant, trend of reduction (Fig. 3f), providing a causal link between receptor levels and engulfment capacity (Fig. 1a, b). Interestingly, orthotopic KP injection in one lobe was sufficient to induce a slight reduction in the contra-lateral lobe (Supplementary Fig. 7a). Expression was not detected in any of the other lung phagocytes in late tumors, including TAMs, nor in the stroma or tumor cells (CD45 negative fraction) (Fig. 3g), in contrast to previous data in breast tumors and melanoma^29,31^. A slight reduction in TIM4 was observed also in early autochthonous KP tumors (Supplementary Fig. 7b), and in cDC1 associated to Lewis lung carcinoma tumors (Supplementary Fig. 7c).

### TIM4 on lung cDC1 control uptake of cell-associated antigens

TIM4 plays a non-redundant role for tethering and engulfment of apoptotic cells in peritoneal macrophages^27,39^. Whether TIM4 may function as a receptor for dead-cell uptake in the DCs compartment or in cDC1, is poorly documented^28^. To analyze the role of TIM4 during engulfment of BFP-KP cells, we first verified exposure of phosphatidylserine by tumor cells growing in lung tissues (Supplementary Fig. 7d). We next administered TIM4 blocking antibodies or isotype controls during the initial phases of tumor engraftment. Receptor blockade was effective and did not alter maturation or absolute numbers of phagocytes excluding bystander effects (Supplementary Fig. 7e). TIM4 blockade caused a significant reduction in the fraction of cDC1 engulfing BFP tumor cells, without affecting the uptake by the other subsets (Fig. 4a and Supplementary Fig. 7f). We further tested the impact of TIM4 blockade on phagocytosis of dying thymocytes. TIM4 blocking antibodies in nLung selectively reduced the uptake by cDC1 almost to the level found in KP tumors, and had no additive effect when administered to tumor lungs (Fig. 4b) (Supplementary Fig. 7g). Uptake was reduced as well in cDC1 isolated from wt or Timd4^−/−^ mice and incubated with apoptotic thymocytes labeled with pH Rodo, a probe that becomes fluorescent only under acidic conditions^39,40^ (Fig. 4c). Blockade or genetic deletion of TIM4 impacted similarly on the subsequent step of antigen presentation. Blocking antibodies decreased antigen presentation of KP-OVA antigens (peptide:MHC OVA complexes labeling) by tissue cDC1 (Fig. 4d), and proliferation of adoptively transferred CD8 T cells into mice receiving OVA loaded apoptotic thymocytes (Fig. 4e). Finally, cDC1 isolated from early KP-OVA lungs of animals treated with TIM4 blocking Abs failed to induce proliferation of OVA specific T cells ex-vivo (Fig. 4f). The same reduction was observed when using Tim4^−/−^ animals as recipient (Fig. 4g). We concluded that TIM4 expression in lung cDC1 is required to capture and present cell-associated antigens in normal lungs and early tumor tissues.

**Fig. 4:**
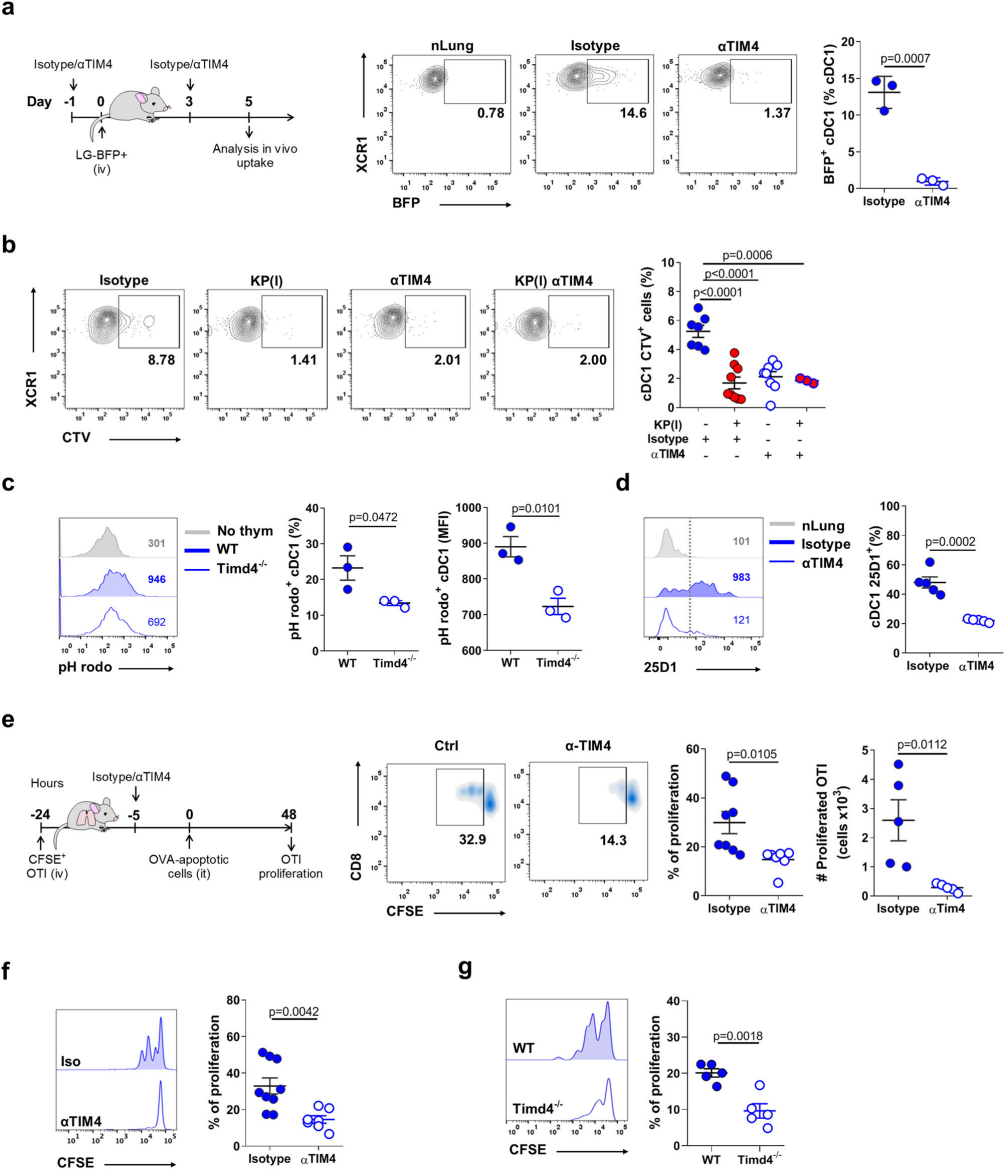
TIM4 controls capture and cross-presentation of cell-associated antigens in lung resident cDC1. **a** Mice were challenged with KP-BFP and treated with blocking antibodies to TIM4 or isotype control as depicted. The uptake by lung cDC1 was quantified 5 days after tumor challenge. Dot plot and quantification of one representative of two experiment with *n* = 3 mice/group are shown. **b** Control mice or late KP tumor bearing mice were pre-treated with isotype control or αTIM4 antibodies and challenged with CTV-labeled apoptotic thymocytes. The percentage of lung phagocytes associated to fluorescence was evaluated by flow-cytometry 2 h after challenge. Representative plots and quantification of two independent experiments are shown, Isotype *n* = 7, Isotype KP(l) = 9, αTIM4 *n* = 8, αTIM4-KP(l) *n* = 3. **c** Uptake of pH rodo loaded thymocytes by lung cDC1 in WT and Timd4^−/−^ mice. Representative histograms and quantifications (percentage and MFI of pH rodo^+^ cDC1) for one of three independent experiments with *n* = 3 mice/group are shown. **d** Cross-presentation by lung cDC1 (labeling with 25D1.16 antibody specific for MHC class-I:OVA peptide complex) in day 7 KP-OVA bearing animals treated with TIM4 blockade. Representative histograms showing MFI values and quantification of five animals/group in two independent experiments. **e** In vivo proliferation of adoptively transferred OT-I induced by i.t. injection of OVA-loaded apoptotic thymocytes, in the presence of TIM4 blocking antibodies or isotype control as depicted in the scheme. Graphs show frequencies and absolute numbers of proliferated CD8^+^ T cells in the MLN (at least one cycle of proliferation). Data are representative of two independent experiments. % proliferation Isotype *n* = 8, αTIM4 *n* = 7; Absolute numbers five mice/group. **f** Ex-vivo OT-I proliferation induced by cell-sorted cDC1 from day 7 KP-OVA lung tumors under TIM4 blockade or isotype treatment. Representative dilution profile and quantification from three independent experiments (each point corresponds to the pool cDC1 from three mice), Isotype *n* = 9, αTIM4 *n* = 7. **g** As in **f**, cDC1 were isolated from day 7 KP-OVA lung tumors induced in WT or *Tim4d*^*−/−*^ animals (*n* = 5 mice in two independent experiments). All data are depicted as mean ± SEM. Significance was determined by one-way ANOVA followed by Tukey’s post-test for **b**, or two-tailed unpaired *t*-test. Source data are provided as a Source Data file.

### TIM4 controls initiation of anti-tumor CD8 immunity

To directly assess the impact of TIM4-mediated engulfment on anti-tumor CD8 responses we administered TIM4 blocking antibodies during tumor challenge. TIM4 blockade prevented induction of OVA specific endogenous effector CD8^+^ T cells in the peripheral blood of KP challenged mice (Fig. 5a), and reduced the activation of adoptively transferred OVA specific T cells (Supplementary Fig. 7h). To further investigate the impact of TIM4 during T cell priming we inoculated KP-OVA tumors into wild-type or Timd4^−/−^ animals. Numbers of IFN-γ^+^ CD8^+^ T cells at day 7 after challenge were significantly decreased in Timd4^−/−^ mice as compared to WT controls (Fig. 5b). Moreover, absolute numbers of total CD8^+^ T cells and OVA pentamer CD8^+^ were diminished in the lung of Timd4^−/−^ mice (Fig. 5c, d). To overcome potential bystander effects of systemic TIM4 blockade and pinpoint precisely on cDC1, we generated mixed bone marrow chimeras using mixtures of wild-type:Batf3^*−*/−^ or Timd4^−/−^Batf3^−/−^ bone marrow (Supplementary Fig. 8a–c). IFN-γ production and accumulation of CD8^+^ T cells was decreased in animals carrying a specific deletion of TIM4 in the cDC1 compartment (Fig. 5e, f). Most importantly, containment of tumor growth was reduced in Timd4^−/−^:Batf3^−/−^ chimeras as shown by more abundant lesions and larger nodules than in animals reconstituted with wild-type:Batf3^−/−^ bone marrows (Fig. 5g). Thus, selective ablation of TIM4 in cDC1 reduces protective anti-tumor responses. We finally tested whether TIM4 contributes to rejection induced by immunogenic chemotherapy, which favor APC activation^41,42^. We used a combination of oxaliplatin and cyclophosphamide (oxa/cycl), previously shown to induce CD8^+^ T cell responses and rejection in this same KP model^34^. Animals were challenged with KP tumors and treated with oxa/cycl at day 7 and 14 after challenge (Fig. 6a). The drug increased CD8/CD4 ratio both in LNs and lung tissues and significantly reduced tumor burden with respect to untreated animals (Fig. 6b–d). The efficacy of oxa/cycl treatment was abrogated in Batf3^−/−^ mice (Fig. 6e), indicating that responses induced by immunogenic therapy require cDC1 in this model. Of note, addition of TIM4 blocking antibodies one day before oxa/cycl administration resulted in reduced efficacy of immunogenic therapy (Fig. 6b–d), denoting that TIM4 plays a role during capture of drug-induced apoptotic cells to induce anti-tumor responses.

**Fig. 5:**
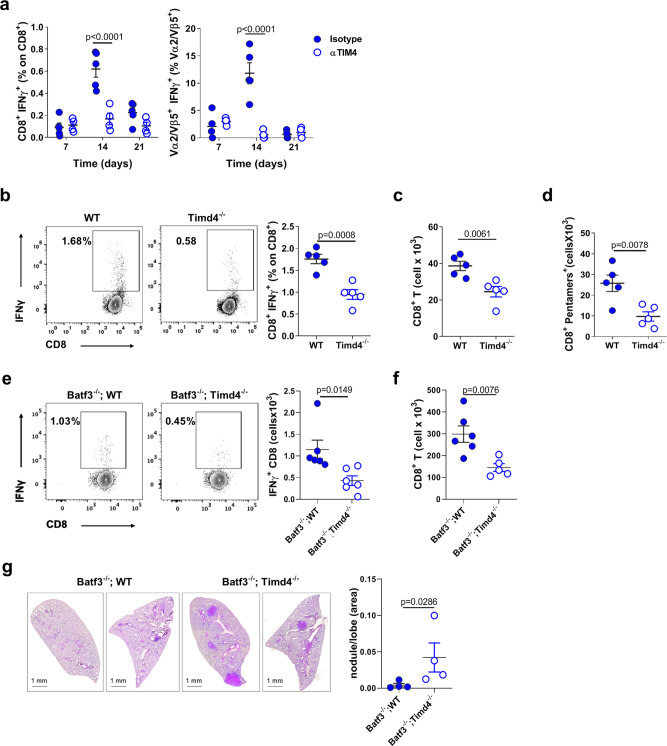
TIM4 promotes anti-tumor CD8^+^ T cell responses and tumor control. **a** Effect of TIM4 blockade on activation of endogenous CD8^+^ T cells in the blood of KP-OVA challenged mice. The percentage of IFN-γ^+^ CD8 and OVA specific-IFN-γ^+^ CD8 (Vα2/Vβ5^+^) as a function of total CD8 and Vα2/Vβ5^+^ T cells, respectively, at various time points after challenge. Isotype *n* = 5, αTIM4 *n* = 4, data represent one of two independent experiments. **b**–**d** Activation of anti-tumor T cell responses in WT and *Timd4*^*−/*−^ animals 7 days after challenge with KP-OVA. **b** Representative plots and frequencies of IFN-γ^+^ endogenous CD8^+^ T cells in MLN. **c** Absolute numbers of CD8^+^ T cells and **d** OVA-specific CD8^+^ T cells (pentamers^+^) accumulated at tumor site. Data are representative of two experiments (*n* = 5 mice/group). **e**–**g** Lethally irradiated CD45.1 WT mice were injected with a 1:1 mixture of CD45.2 bone marrows of the indicated genotypes to generate bone marrow chimeras. Ten weeks later mice were inoculated with KP-OVA tumors. **e** Representative plots and frequencies of IFN-γ^+^ CD8^+^ T cells in MLN 10 days after tumor challenge (*n* = 6 mice/group). **f** Absolute numbers and quantification of CD8^+^ T cells accumulated at tumor site with Batf3^−/−^;WT *n* = 6 and Batf3^−/−^;Timd4^−/−^ *n* = 5 mice. **g** Tumor growth in bone marrow chimeras was assessed 28 days after tumor challenge. Representative sections and quantification of tumor nodules calculated automatically on four consecutive sections of three lobes/animal and expressed as a function of the total lobe area. Each value in the plot represents the average of the three lobes and four sections for each mouse. All data are mean ± SEM. Significance was determined by two-way ANOVA followed by Sidak’s post-test for **a**, two-tailed unpaired *t*-test for **b**–**f**, and two-tailed Mann–Whitney test for **g**. Source data are provided as a Source Data file.

**Fig. 6:**
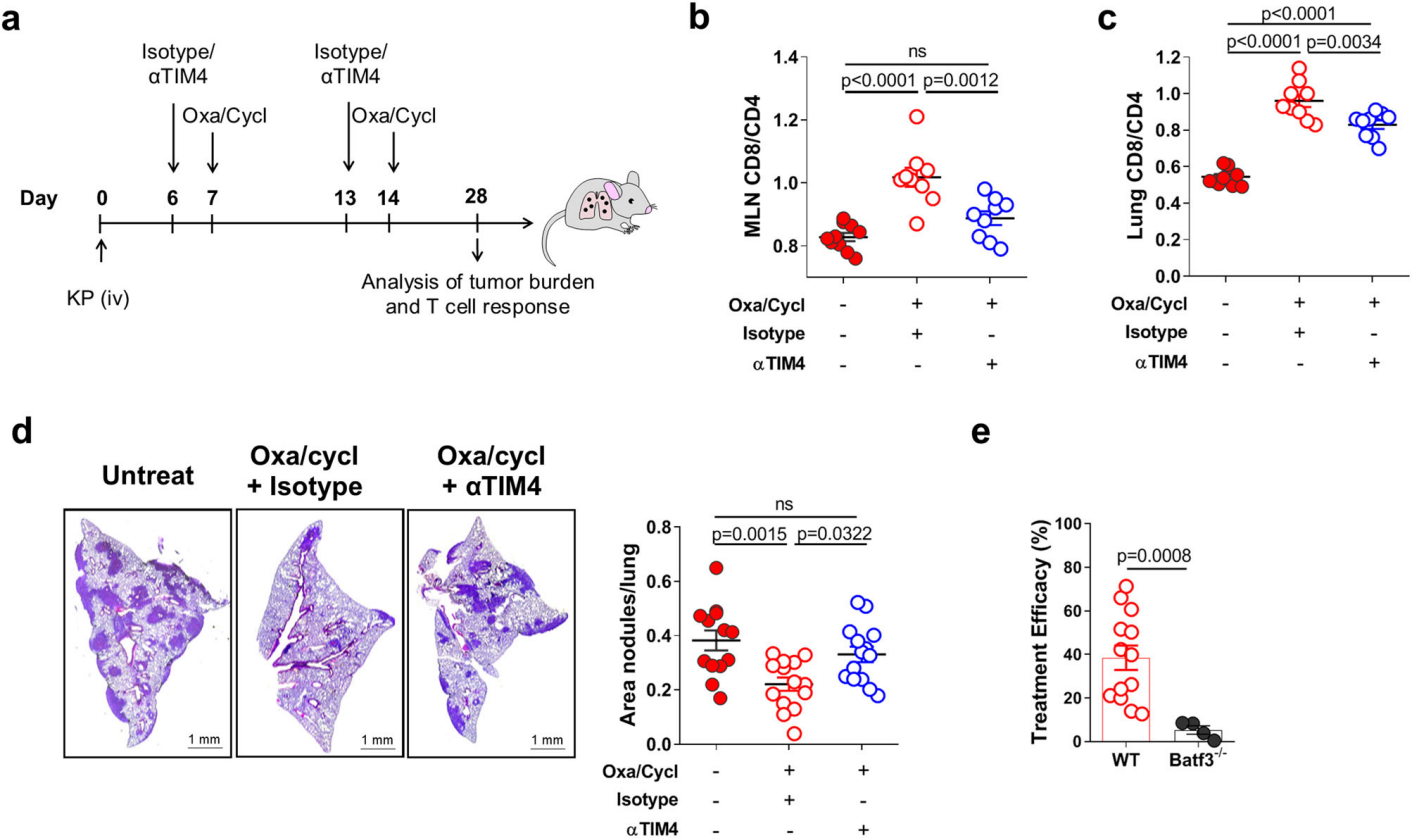
TIM4 is required for tumor rejection induced by immunogenic chemotherapy. **a** Scheme of experimental design. Mice were challenged with KP cells and left untreated or treated with oxa/cycl and anti-TIM4 or isotype as depicted in the scheme. **b**, **c** Analysis of the CD8/CD4 T cell ratio in the MLNs (**b**), Untreated *n* = 10, Oxa/Cycl+Isotype *n* = 9, Oxa/Cycl+αTIM4 *n* = 9; and in the lungs (**c**), Untreated *n* = 10, Oxa/Cycl+Isotype *n* = 10, Oxa/Cycl+αTIM4 *n* = 9; of mice 2 weeks after the last treatment. Data are from two independent experiments. **d** Effect of TIM4 blockade on the efficacy of the immunogenic chemotherapy. Tumor burden was assessed at day 28 by calculating the area covered by tumor nodules on four consecutive sections of three lobes/animal and expressed as a function of the total lobe area. Results are from untreated *n* = 13, Isotype+Oxa/Cycl *n* = 14 and Oxa/Cycl+αTIM4 *n* = 14 in two independent experiments. **e** WT and Batf3^−/−^ mice were challenged with KP cells and treated with oxa/cycl or left untreated. Treatment efficacy is expressed as the percentage of reduction in tumor area over not treated control calculated in 14 WT and 4 Batf3^−/−^ mice. All data are expressed as mean ± SEM. Significance was determined by one-way ANOVA followed by Tukey’s post-test for **b**–**d** and two-tailed Mann–Whitney test in **e**. Source data are provided as a Source Data file.

### TIM4 expression in lung adenocarcinomas correlates with signatures of protective immune cells and predicts responses to PD-1 checkpoint blockade

To investigate the relevance of our observations in human cancers, we explored TIM4 expression in the Cancer Genoma Atlas (TCGA) dataset. We found a correlation between *Timd4* transcripts and a gene signature specific for human cDC1 and CD8 effector T cells in early stage patients (Fig. 7a) (Supplementary Table 2 and refs. ^7,8^). To further explore the potential prognostic impact of TIM4, we analyzed Kaplan–Meier survival curves in the TCGA dataset of lung adenocarcinoma. Interestingly, early-stage patients expressing a high cDC1 signature complemented by *Timd4* showed a small yet significant advantage in survival (Fig. 7b). Based on these observations, we reasoned that TIM4 may be important to determine responsiveness to therapies that promote CD8 responses. To this goal, we analyzed a recent dataset comparing the transcriptional profiles before treatment of responders and non-responders to anti PD-1 immunotherapy (GSE126044). Remarkably, *Timd4* expression was significantly higher in patients who responded to therapy than in non-responders (Fig. 7c), suggesting that TIM4 confers an advantage under the selective pressure of immunotherapy. A cDC1 signature and a CD8 effector signature had a similar predictive power of positive responses to therapy (Fig. 7d), indicating that *Timd4* could be an additional biomarker to identify tumors with intact antigen presentation.

**Fig. 7:**
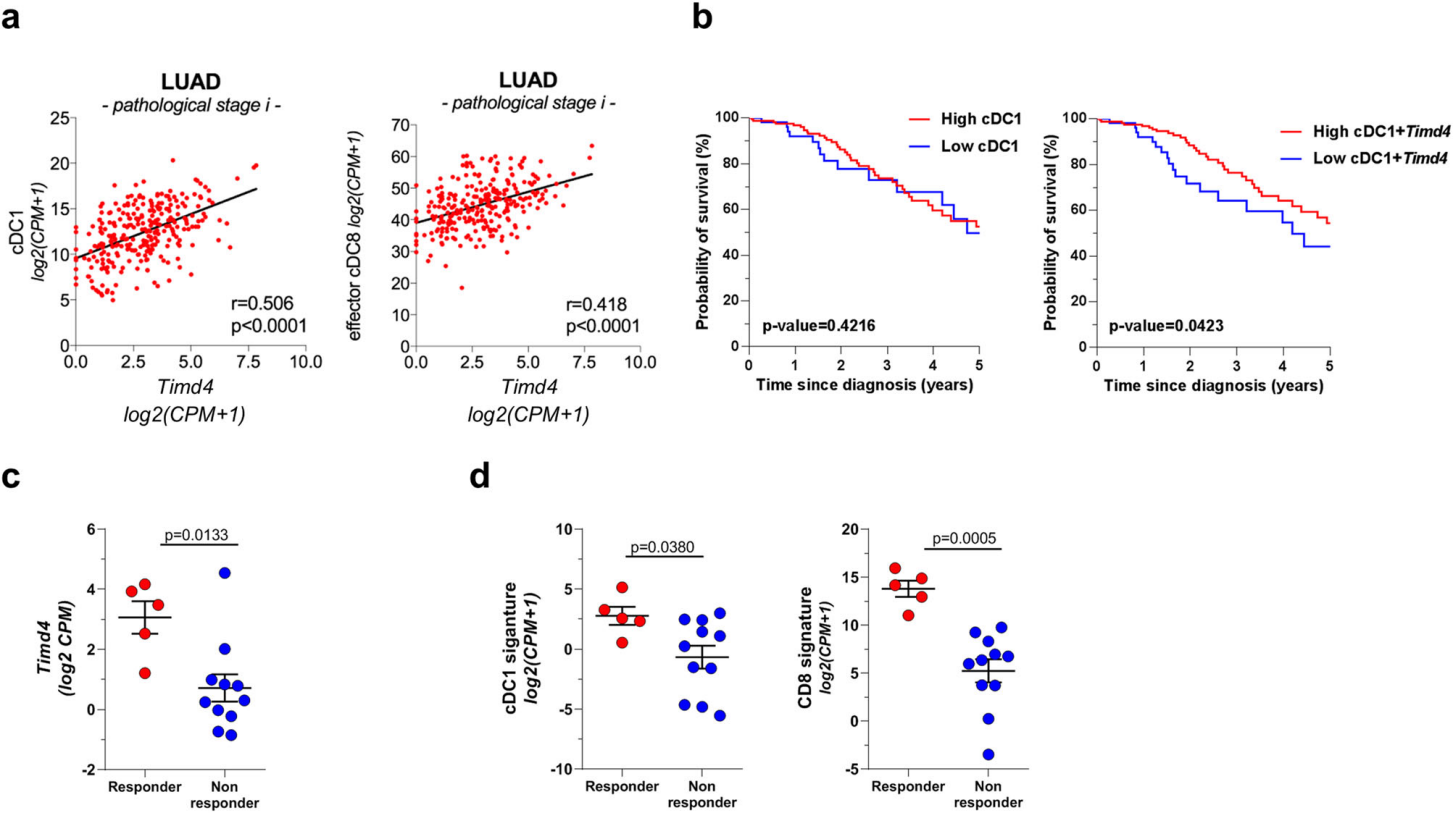
*Timd4* expression correlations and predictive value in human lung adenocarcinoma. **a** Correlation between *Timd4* transcripts and gene signatures for cDC1 and cytotoxic T cells (gene signatures described in Supplementary Table 2) within lung adenocarcinoma cases (LUAD) in TCGA. Pearson correlation coefficient in the *cor.test* function of R *stats* package with *two.sided* as alternative hypothesis. **b** Kaplan–Meier survival curves showing probability of survival for stage-I LUAD cases from the TCGA dataset (*n* = 219). The two groups with either high or low expression of cDC1 or cDC1 + Timd4, were identified based on the classification rule described in the ref. ^60^ and detailed in methods. Survival curves were compared using the log-rank (Mantel–Cox) test. **c**, **d** Patients from cohort GSE126044 that responded or not to PD-1 therapy were classified based on baseline pre-treatment expression of *Timd4* (**c**), cDC1 and CD8 cytotoxic T cells signatures (**d**). *P* values are calculated using the two-tailed Mann–Whitney test; responder *n* = 5, Non-responder *n* = 11. Source data are provided as a Source Data file.

## Discussion

Cells of the myeloid lineage have been delineated with increasing precisions in the TME revealing their complexity, plasticity, and key roles in promoting or restricting tumor growth. Among these, cDC1 have emerged as invariably linked to positive outcomes across multiple preclinical models and human tumors^5–8,16^. A key function enabling cDC1 anti tumoral properties is the efficient capture and internalization of tumor cell fragments for cross-presentation to CD8^+^ T cells^5,6,19–21,36,43,44^. Here, we show that this exquisite cDC1 property is targeted by the microenvironment of lung adenocarcinoma. Past investigations to explain suppression of DCs activity in the TME have mostly focused on post internalization events like processing of soluble antigen, cellular metabolism, reduced maturation^10–12,14,45^. In contrast, the mechanism underlying acquisition of tumor antigens in tissues, and its modulation during tumor progression have been poorly explored. By comparing cDC1 resident in healthy lung tissues to those exposed to early or late lung tumors, we have been able to trace the evolution of antigen capture as a function of tumor progression. We uncover that cDC1 are key to sample tumor antigens and initiate tumor specific CD8 responses in early lesions. Instead, at later tumor stages, antigen acquisition become inefficient, coinciding with loss of antigen presentation and fading of T cell responses. Thus, a major hurdle to sustain tumor specific CD8 responses is suppression of antigen acquisition by the most efficient cross-presenting subset in tissues.

By analyzing expression of scavenger receptors, we identified the loss of the PtdSer receptor TIM4 as one major mechanism underlying cDC1 deactivation in lung murine tumors. Additional cell intrinsic changes, such as defective cross-presentation and impaired cytokine production, likely contribute to overall cDC1 suppression. However, by impinging on the initial step of antigen acquisition, we propose that loss of TIM4 may dominate over downstream events. The uptake of dead cells has been attributed to selective expression of receptors, that are capable to bind to and promote engulfment of dying cells in cDC1^19–24^. These studies were mostly performed using lymphoid resident cDC1 and model antigens, whereas the receptors involved in acquisition of tumor antigens by cDC1 resident in different tumor tissue have been less investigated. TIM4 binding to PtdSer in macrophages is key to engulf and clear dying cells and its genetic deletion promotes development of autoimmunity^40,46–48^. The pattern of expression and specific function of TIM4 in the DCs compartment has remained controversial, likely because of a lack of proper definition of DCs subset in past analysis^26,28,29,49–51^. To fill this gap, we performed an extensive characterization of DCs subsets across mouse tissues using recently established gating strategies^38^. Besides the well-established expression in most tissue resident macrophages, we found a selective expression of TIM4 in mouse lung cDC1 that was higher than in any other tissues DCs. Curiously, alveolar lung macrophages are among the few resident macrophages that do not express TIM4. It will be extremely intriguing to identify the tissue factors that control transcriptional and epigenetic regulation of TIM4 expression^52,53^ in steady state myeloid cells. A second important issue relates to the function of TIM4 in tumors and the mechanism behind receptor downregulation. TIM4 expression was reported to be upregulated in macrophages and DCs infiltrating melanoma and mammary mouse tumors, and to be associated with suppression of immune responses in colorectal mouse models^29,31,54^. In contrast, mouse lung tumors do not induce recruitment of myeloid cells expressing TIM4 but rather suppress its expression on cDC1, ablating T cell priming. These observations suggest a highly specific tissue and context dependent regulation, that would be important to investigate in more tumor types and human tumors. A recent report showed decrease of TIM4 and consequent loss of clearance in aging macrophages caused by p38 activation^55^, suggesting a possible mechanism of receptor loss in cDC1.

In this study, we used blocking antibodies and genetic deletion to demonstrate the key role of TIM4 in engulfment of dying cells and tumor cells and cross-presentation of cell associated antigens by lung cDC1. Moreover, TIM4 blockade inhibited responses to a combination of immunogenic drugs previously shown to induce T cell responses in this same tumor model^34,56^, indicating its role in promoting processing of released antigens. Together these evidences underscore the role of TIM4 in cDC1 as a PtdSer receptor implicated in capture of tumor antigens in cDC1, which contributes to surveillance of nascent tumors and initiation of tumor protective responses in mouse lung tumors. These findings somehow conflict with a previous study showing that TIM4 induces degradation of tumor antigens by autophagy, thereby inhibiting immunity^29^. This discrepancy likely arises from the different antigen processing machinery in bone-fide cDC1 as opposed to macrophages or CD11c/MHC-II^high^ cells and the different tumor tissue analyzed.

Gene expression from the Cancer Genoma Atlas (TCGA) showed a correlation between *Timd4* transcripts and a gene signature for human cDC1^8^, and effector CD8 T cells and better survival for patients expressing high levels of cDC1 and *Timd4*. In addition, a small trial showed a better response to checkpoint blockade in patients, suggesting an association between TIM4 expression and protective immune responses in human lung tumors. Further analysis of scRNA-seq data, flow cytometry and immunohistochemistry are needed to establish the precise pattern of expression across human tissues and its significance for the human disease.

In conclusion, this study identifies TIM4 as a lung cDC1 phagocytic receptor implicated in immune surveillance of early murine tumors, that is targeted at later stages of tumor progression impairing antitumor responses. Initial evidences support the potential of TIM4 as a biomarker for stratification of human lung tumors.

## Methods

### Mice

C57BL/6 mice were purchased from Envigo Laboratories and maintained in sterile isolators at the ICGEB animal Bioexperimentation facility. Ethical and experimental procedures were reviewed and approved by the ICGEB Animal Welfare board, meeting the requirements of the EU Directive 2010/63/EU. Timd4^−/−^ mice (Miyanishi et al.^40^) were maintained under pathogen-free conditions at Osaka University and Experiments were approved by the Animal Care and Use Committee of the Research Institute of Microbial Diseases, Osaka University and part of the colony was transferred at ICGEB. The following strains were from Jackson Laboratories: Kras^G12D^ p53^−/−^ (DuPage et al.^33^); B6.129S(C)-*Batf3*^*tm1Kmm*^/JBatf3^−/−^; OT-I and OT-II (C57BL/6-Tg (TcraTcrb). These strains were maintained under pathogen-free conditions at Brescia University, King’ College, and in sterile isolators at ICGEB, respectively. OTI were crossed to congenic CD45.1 mice for tracking experiments. Experiments on the Kras^G12D^ p53^−/−^ strain were approved by the Italian Ministry of Health (approval number 165/2017-PR, issued on 20/02/2017). All experiments performed at the ICGEB animal facility were approved by Italian Ministry of Health (approval number 1155/206-PR and 646/2019-PR).

### Cell lines

The transplantable KP tumor model has been isolated from primary lung tumors of C57BL/6 KP mice (K-ras^LSLG12D/+^; p53^fl/fl^ mice)^57^. The line called (LG1233) was kindly provided by Dr. Tyler Jacks (Massachusetts Institute of Technology, Cambridge, USA) in July 2015. Generation of the cell line is described in the ref. ^57^. The cell line was not authenticated. To generate KP-OVA cells, KP cells were transduced with the lentiviral vector Pdual-liOVAha-PuroR, encoding Ii-OVA (kindly provided by David Murrugarren, CIB, Navarra). After puromycin selection, cells were subcloned and single cell clones were tested for HA expression by intracellular staining using anti-HA antibody (clone 3F10, Roche). To generate KP-BFP cells the KP line has been transduced with a pAIP-BFP lentiviral vector. This vector was obtained by adding XbaI and NotI sites to the BFP gene from plasmid pU6-(BbsI) CBh-Cas9-T2A-BFP-P2A-Ad4E1B (Addgene plasmid 64218), and inserting it into the lentiviral vector pAIP (Addgene plasmid 74171) under the control of the SFFV promoter. The Lewis lung carcinoma cell line 3LL (LL2, LLC/1) has been purchased by the ATCC (CRL-1642) in October 2014.

All cell lines were maintained in DMEM media supplemented with 10% fetal bovine serum (FBS, Euroclone) and Gentamicin (50 μg/mL, Gibco) and routinely tested for mycoplasma contamination. Cells were expanded to passage 3 and stored in aliquots in liquid nitrogen. Cells used for in vivo challenge were been passed less than five passages.

### Establishment of orthotopic lung tumors

In order to establish lung orthotopic tumors, 1 × 10^5^ KP, 5 × 10^5^ KP-OVA, or 5 × 10^5^ KP-BFP cells were injected intravenously in 100 µL PBS.

For KP and KP-BFP tumors early and late time points were defined as day 10–14 or 28–35. This definition of tumor stages is applied to all experiments with the exception of some analysis, that were anticipated to day 5 or 7 as specified in legends.

To establish 3LL tumors, 1 × 10^4^ 3LL cells were mixed at a 1:1 ratio with Geltre LDEV-Free Reduced Growth Factor Basement Membrane Matrix (Gibco) in a final volume of 20 µL, and injected into the left lung lobe by intercostal injection at the median axillary line of C57BL/6 mice. For local delivery of KP cells, 1 × 10^4^ KP cells were injected as above and tissues were collected at day 28 after engraftment. As ctrl, a group of mice was injected with PBS:Matrigel without tumor cells.

### Induction of autochthonous lung tumors

KP mice (K-ras^G12D/+^;p53^fl/fl^ mice) at 8 weeks of age, were intranasally inoculated with 2.5 × 10^7^ infectious particles of a replication-deficient adenoviral vector with Cytomegalovirus promoter driving the expression of the Cre recombinase protein in order to sporadically induce mutations in lung cells, and promote lung tumor development as previously described (DuPage et al.^33^). Mice were sacrificed 10 weeks after the adenovirus inoculation, lungs were collected upon intracardiac perfusion with cold PBS and mechanically and enzymatically treated as already described.

### Lung tumor dissociation and dendritic cell isolation

Lung tissue, control or infiltrated by tumors, were harvested after PBS lung circulatory perfusion. The whole tissue was mechanically cut into small pieces and digested with Collagenase type 2 (265 U/mL; Worthington) and DNase (250 U/mL; Thermo scientific) at 37 °C for 30’. Collagenase was then stopped by EDTA 10 mM and the cell suspension was filtered using 70 μm cell strainer (Corning).

CD11c^+^ lung cells were separated by immunomagnetic sorting using CD11c microbeads (Miltenyi Biotec) following manufacturer’s instructions. Dendritic cells were purified by FACS sorting with FACS Aria II (BD Biosciences), using the gating strategy shown in Supplementary Fig. 1c, after CD11c^+^ cells staining in PBS + 2% FBS with the following antibodies: CD11c-A647 (N418), CD103-PE (2E7) purchased from Biolegend and SiglecF-BB515 (E50-2440), CD11b-BV421 (M1/70) and MHCII-BV711 (M5/114.15.2) from BD Biosciences. For gene expression analysis up to 30,000 cells were sorted directly into 350 μL RLT buffer (Qiagen). For ex-vivo stimulation, 10,000 cDC1 were plated in U-bottom 96-well, stimulated with CpGB (1 µg/mL, Invivogen) or DMXAA (25 µg/mL, Invivogen) for 3 h and then lysed in RLT buffer for gene expression analysis.

### Liver and skin dissociation

Livers were harvested after perfusion with 10 mL of cold PBS, mechanically cut into small pieces and digested with collagenase IV (0.2 mg/mL) and DNase I (0.03 mg/mL) 37 °C for 30 min. Collagenase was then stopped by adding 3 mL of PBS + EDTA 10 mM and the cell suspension was filtered using 70 μm cell strainer (Corning). Red blood cells were lysed by using RBC lysis buffer (Biolegend).

Mice ears were harvested and split into dorsal and ventral halves to expose the inner dermal layer. Both halves were laid dermid side down in dispase solution (Dispase 4 U/mL) 1 h at 37 °C. After incubation, the tissue was cut into small pieces and digested 1 h at 37 °C with collagenase IV (0.2 mg/mL) and DNase (0.03 mg/mL).

Cell suspensions were then processed for FACS staining.

### Flow cytometry

The antibodies used for the experiments are listed in Supplementary Table 4 and panels used to identify subsets are illustrated in Supplementary Table 5. Viability was assessed by staining with LIVE/DEAD Fixable Aqua Dead Cell Stain Kit (Life Technologies) or Annexin V/7AAD kit (Biolegend). For cell staining, FcR binding sites were blocked by using αCD16/CD32 (93, Biolegend). Samples were then stained with specific antibodies in PBS + 1% BSA and fixed with PBS + 1% PFA. To verify in vivo production of IL12p40, ctrl or KP-bearing mice were treated with Brefeldin A (Sigma) iv for 6 h and then sacrificed. Lungs were harvested, dissociated, and stained for the identification of lung-resident cDCs. During all process cells have been maintained in the presence of brefeldin A. For intracellular staining of OVA-HA, KP-OVA cells or lung cell suspensions were fixed and permeabilized using Cytofix/Cytoperm solution (BD Biosciences) following manufacturer’s instructions, and then stained with rat monoclonal anti-HA (3F10, Roche) and then with anti-rat A647 (Thermo Fisher).

Absolute cell count was performed by adding TrueCount Beads (Biolegend) to the samples following manufacturer’s instructions, or by multiplying the percentage of the identified cell type by the total number of cells in each tissue. The total number of cells were obtained by counting viable cell numbers with Trypan blue (Gibco). After dead cell exclusion and exclusion of cell doublets, the following populations were identified according to the gating strategy provided in Supplementary Fig. 1c, d. For annexin labeling of tumor cells, annexin staining was added to single cell suspension of lungs bearing day 7 KP-BFP tumors according to manufacturer’s instructions and immediately analyzed.

Flow data were acquired with FACS Celesta (BD Biosciences) and analyzed with Diva software (BD Bioscience) or FlowJo software (Tree Star, Inc.).

### TIM4 blockade, CD8 depletion, and immunogenic chemotherapy

For TIM4 blocking studies healthy or tumor-bearing mice were treated with anti-TIM4 antibody (RMT-53, BioXCell) or isotype control (2A3, BioXCell) at the concentration of 250 µg/100 µL intravenously or intraperitoneally. The protocol for TIM4 blockade (number of injections and timing) are described in each specific experiment.

For CD8 depletion C57BL/6 mice were injected with anti-mouse CD8 (YTS 169.4, BioXCell) or isotype control (2A3, BioXCell) at the concentration of 200 µg/100 µL intraperitoneally at day −1, +4, 8, 11 after KP-OVA implantation. Mice were sacrificed 15 days after tumor inoculation to assess tumor burden and validate CD8^+^ T cell depletion by FACS.

KP tumor-bearing mice were either left untreated or received chemotherapy intraperitoneally (i.p.) at day 7 and 14 after tumor engraftment (Oxaliplatino, 2.5 mg/kg; Cyclophosphamide, 50 mg/kg, Tocris Bioscience). In these experiments, mice were treated with anti-TIM4 antibodies or isotype control the day before chemotherapy administration.

### Detection of specific OVA-MHC-I complexes on cDC1

To detect specific MHC class-I OVA complexes CD11c^+^ cells were isolated from KP-OVA early or late tumors by microbeads and incubated for 1 h at 37 °C with PE-coupled 25-D1.16 mAb (BioLegend). Cells were washed and stained with extracellular antibodies to identify cDC1, cDC2, and AM and analyzed by flow cytometry. As negative control, CD11c^+^ cells were isolated from control lungs. For TIM4 blocking studies, mice were treated at day −1 and 3 post KP-OVA inoculation with TIM4 blocking antibodies or isotype control and lungs were harvested at day 7 for labeling as above.

### Uptake of KP-BFP cells

Mice were challenged with KP-BFP tumor cells and lung tissues were collected at different time points as indicated in the legends. Total lung cell suspensions were stained to identify phagocytes, and the fraction of each subset associated to BFP fluorescence was used to calculate the uptake index. To compare uptake at early and late time points data were normalized against the numbers of BFP cells in the lung tissue. In TIM4 blocking experiments, mice were treated with anti-TIM4 antibodies or isotype control at day −1 and 3 w KP-BFP challenge and lungs were harvested at day 5 post-tumor inoculation. Total lung cell suspensions were labeled to identify BFP^+^ phagocytes. The frequency of phagocytes associated to BFP fluorescence was assessed by flow cytometry and normalized on the frequency of total CD45^−^ BFP^+^ cells.

### In vivo uptake, ex-vivo binding and engulfment of dying thymocytes

Thymocytes were isolated from Balb/C animals and incubated for 5 h at 37 °C in RPMI + 10% FBS medium with Dexamethason (5 µM, Tocris). After incubation the percentage of apoptotic cells assessed by AnnexinV-BV421/7AAD staining was higher than 60%. For in vivo uptake, apoptotic cells were stained with 5 µM of CellTrace™ Violet Cell Proliferation Kit (CTV, Thermo Fisher Scientific). After staining, cells were resuspended in PBS at the concentration of 20 × 10^6^ in 20 µL, and injected intratracheally in control mice or mice bearing early or late KP tumors. In TIM4 blocking experiments, C57BL/6 mice were treated the day before apoptotic cell administration with anti-TIM4 antibody or isotype control (ip). Lungs were harvested 2 h after apoptotic cell administration, dissociated and stained for the identification of CTV^+^ lung resident phagocytes.

For in vitro analysis of internalization, apoptotic thymocytes were labeled with 5 µM of CFSE (BioLegend), washed extensively and co-cultured for 2 h with cells sorted cDC1 derived from nLung, early or late KP tumor bearing lungs at 3DC:1thymocytes ratio. Cells were plated on fibronectin coated coverslips for 1 h. For in vitro binding, isolated cDC1 derived from nLung or KP tumor bearing lungs were first adhered to fibronectin-coated coverslips and co-cultured for 30 min with thymocytes at 1DC:10thymocytes ratio. Uptake and binding were analyzed by confocal microscopy using a 60× planar objective on a Zeiss 880 instrument. To calculate the phagocytic index the fraction of cells containing at least one fragment of green material within the intracellular space was scored, and divided by the total number of DC on the coverslip. DCs were distinguished as they label positive for CD11c used for cell sorting. To calculate binding, the fraction of DC showing at least one contact with a green T cells was counted and divided by the total number of DC on the coverslip.

### Uptake of dying cells by Timd4^−/−^ lung phagocytes

After perfusion with HBSS/2 mM EDTA, lungs were processed using a GentleMACS dissociator (Miltenyi Biotech) according to the manufacturer’s instruction, and treated at 37 °C for 30 min with 2 mg/mL Collagenase D (Roche Diagnostics) and 100 µg/mL DNase I (Worthington) in DMEM containing 10% FBS. After passing through a 70-µm cell strainer (BD Biosciences), cells were collected by centrifugation at 300×*g* for 5 min, and suspended in PBS containing 2% FBS and 2 mM EDTA. Dead and unwanted cells were removed using EasySep™ Biotin Selection Cocktail (STEMCELL), and biotinylated mouse MFG-E8 D89E, and the following biotinylated antibodies: CD31 (390) and TER-119 (TER-119) from BioLegend, and CD3e (145-2C11), CD19 (1D3) and Ly-6G/Ly-6C (RB6-8C5) from BD Biosciences. The remaining cells were plated on 24-well plates at 2 × 10^5^ cells per well. The 2 ×10 ^6^ pHrodo-labeled apoptotic thymocytes that had been prepared as described (Yanagihashi et al.^39^) were added to the well, and incubated at 37 °C for 2 h. After washing with PBS, the cells were stained with the antibodies described below, suspended in 20 mM CHES-NaOH buffer (pH 9.0) containing 150 mM NaCl and 2% FBS, and analyzed by flow cytometry. The antibodies used are anti-CD45-APC/Fire750 (30-F11, BioLegend), anti-SiglecF-PerCP/eFluor710 (1RNM44N, Thermo Fisher Scientific), anti-CD11c-APC (N418, BioLegend), anti-MHC II (I-A/I-E)-AlexaFluor488 (M5/114.15.2, BioLegend), anti-CD103-PE/Cy7 (2E7, BioLegend), and anti-XCR1-BV510 (ZET, BioLegend).

### Ex vivo priming of OT-I cell by cell sorted cDC1

For ex-vivo T cell activation assay, cDC1 isolated from early or late KP-OVA tumors were plated in U-bottom 96 wells and co-incubated with CFSE-labeled OTI T cells at the ratio 1:5 (10^4^ cDCs and 5 × 10^4^ CD8^+^OTI). After 48 h of co-culture OTI T cell proliferation was assessed by flow cytometry. For TIM4 blocking experiments, mice were treated the day before and 3 days after KP-OVA inoculation with anti-TIM4 antibodies or isotype ctrl. In these experiments, mice were sacrificed 7 days post-tumor engraftment and isolated lung-resident cDC1 or total mediastinal lymph node cells were incubated with CD8^+^OTI cells. For T cell priming assay using cDC1 pulsed ex-vivo DC1 isolated from nLung or late KP tumor-bearing lungs were plated 1 × 10^4^ in U-bottom 96-well, stimulated with polyI:C (1 μg/mL) and pulsed with class I OVA peptide or OVA protein at the indicated doses. After 3 h stimulation, cells were washed twice in PBS and co-incubated with 1 × 10^5^ OT-I T cells. IL-2 production was detected in the supernatant after 16 h of co-incubation by ELISA Max Standard sets (Biolegend), following manufacturer’s instructions.

### Adoptive transfer and activation of OTI

1 × 10^6^ KP-OVA cells were injected iv in wt or Batf3^−/−^ mice to establish tumors. At day 14 post challenge 1 × 10^5^ CD45.1^+^OTI CD8^+^ OVA-specific T cells were labeled with CFSE (5 µM, Biolegend) or CTV (5 µM, Thermo Fisher Scientific), and intravenously injected into mice bearing early or late tumors. After 2 days from the injection mice were sacrificed and lungs and MLN were collected, processed as described previously and proliferation was verified by flow cytometry. In Batf3^−/−^ experiments total lung cells were re-stimulated ex-vivo with OVA class-I peptide SIINFEKL (2 µM), and stained intracellularly with anti-IFN-γ antibody using the intracellular staining kit BD Golgi STOP. In TIM4 blocking experiments, mice inoculated with KP-OVA cells were treated at day −1 and +3 post-tumor inoculation with anti TIM4 or isotype control, injected with CTV-labeled OTI cells at day 4 and sacrificed at day 7 to analyze OTI accumulation and proliferation in MLN.

### Cross-presentation of OVA loaded tymocytes

CD8^+^ T cells were isolated from lymph nodes of OTI mice by beads separation (CD8a^+^ T cell isolation kit, Miltenyi Biotec) and labeled with CFSE (5 µM, Biolegend) following manufacturer’s instructions. 1 × 10^6^ CFSE-labeled CD8^+^ OTI cells were injected i.v. in healthy or early and late KP-bearing mice. The day after OTI injection, Balb/C thymocytes were isolated and incubated for 1 h at 37 °C (RPMI + 10%FBS + β-mercapthoethanol) with OVA protein (1 mg/mL) at the concentration of 10^7^/mL. After 1 h, Dexamethason (5µM) was added to the cell suspension and cells were incubated 4–5 h at 37 °C. Apoptosis was evaluated by AnnexinV/7AAD staining. Apoptotic cells (apoptosis > 90%) were injected intra-trachea (20 × 10^6^ in 20 µL) with PolyI:C (1 µg/mouse). In TIM4 blocking experiments, mice were iv injected with anti-TIM4 antibody or isotype control 5 h before apoptotic cells administration (250 µg/mouse). Cross-presentation of cell associated antigens was assessed 48 h after intratracheal injection, by verifying OTI accumulation and proliferation in mediastinal lymph node by flow cytometry.

### Activation of endogenous anti-tumor CD8^+^ T responses

For the detection of endogenous anti-tumor CD8^+^ T cells in KP-OVA bearing mice, blood was collected at day 7, 14, 21, and 28 post-tumor inoculation. After red blood cell lyses, cells were stimulated with SIINFEKL (2 µM) 37 °C for 4 h in the presence of Golgi Stop (BD Biosciences) to allow accumulation of intracellular cytokines. After viability and surface marker staining, cells were fixed and permeabilized using Cytofix/Cytoperm solution (BD Biosciences) following manufacturer’s instructions, and then stained with αIFNγ-PE (XMG1.2, Biolegend). For the analysis of the activation state of endogenous tumor-infiltrating CD8^+^ T cells, KP-OVA tumor bearing lungs were harvested at early and late time points, dissociated and cell suspensions were processed as described above for evaluation of IFNγ production.

Timd4^−/−^ mice were injected with 2 × 10^5^ KP-OVA cells and sacrificed 7 days post-tumor inoculation. We analyzed IFNγ production in lung-draining lymph nodes and the accumulation of endogenous anti-tumor CD8^+^ T cells in the lungs by using R-PE labeled Pro5® MHC H-2KbPentamers (Proimmune) following manufacturer’s instructions. Briefly, total lung cell suspension was stained with R-PE labeled Pro5® MHC H-2KbPentamers for 45 min at 4 °C, washed and stained to identify CD8 using the gating strategy shown in Supplementary Fig. 1d.

Endogenous T cell response was also analyzed as described above in BM chimeric mice. BM chimeras were injected with KP-OVA cells and sacrificed at 10 days post-tumor inoculation. Lung draining LNs were ex vivo stimulated and stained for IFNγ production, and lungs were processed and stained for assessing the endogenous CD8^+^ T cell accumulation at tumor site.

### Bone-marrow mixed chimeras

To generate bone marrow mixed chimeras, CD45.1 mice were lethally irradiated with 450 rad followed by a second dose of 450 rad 4 h apart. The day after irradiation mice were reconstituted with 5 × 10^6^ total BM cells of a 1:1 mixture (Timd4^−/−^: Batf3−/− or wt: Batf3^−/−^) by intravenous injection. Before we initiated the experiments, mice were allowed to engraft for 10 weeks and engraftment was assessed by analyzing the percentage of CD45.2 (donor cells) over the CD45.1 (recipient cells) in the blood. Animals were then injected iv with KP-OVA cells (1 × 10^6^) and sacrificed at early (10 days) or late (28 days) time points for analysis. To check the chimerism, lung-resident cDC1 and peritoneal macrophages were stained for TIM4 expression.

### Real time PCR

Total RNA was extracted from isolated cDC1 by using the RNeasy MicroKit (Qiagen) according to manufacturer’s instruction. cDNA was synthesized using SuperScript VILO (Invitrogen) and real-time PCR for gene expression was performed using SsoFast EvaGreen Supermix (Biorad) with specific primers for IL12a, IL12b, Ifna, and Ifnb are listed in Supplementary Table 3.

### Immunohistochemistry on mouse samples

To evaluate tumor burden lung tissues were harvested, fixed in formaldehyde 10% and paraffin embedded following standard procedure. Consecutive sections every 200 µm were dewaxed and rehydrated and stained with the H&E (Bio-Optica, Milano Spa). The area of tumor nodules was quantified over consecutive sections and averaged (three sections/sample). Measurements and automatic thresholding were performed using Image J. The area occupied by tumor nodules was expressed as a function of the total lung lobe area. For CD8^+^ T cells infiltration and HA expression, sections were treated with antigen-retrieval solution (Vector laboratories) for 20 min at 120 °C. Slides were treated for 2 min in H_2_O_2_ to block endogenous alkaline phosphatase. After blocking in 10% goat serum in 0.1% Tween20 for 30 min slides were incubated overnight in a humidified chamber in a 1:500 dilution of anti-mouse CD8 (Invitrogen cat 14–0808–82) in blocking buffer or anti-HA 1:50 (Roche). Detection was performed using the ImmPRESS polymer detection system (Vector Laboratories), according to manufacturer’s Instructions. Ilastik software was used to automatic detect and segmentate CD8^+^ cells. Segmented images were further automatic analyzed for the number of foci using Image J software. The number of tumor-infiltrating CD8^+^ T cells was normalized on tumor nodule area.

### Gene expression profiling of ex vivo purified cDC1 cells

Gene expression profiling was performed on Mouse Gene 2.0 ST arrays (Affymetrix, Santa Clara, CA, USA). Total RNA was extracted using TriPure (Roche) from ex vivo purified cDC1 cells from the lungs of healthy and KP tumor-bearing mice (*n* = 4 and *n* = 3 independent samples, respectively). RNA quality and purity were assessed on the Agilent Bioanalyzer 2100 (Agilent Technologies, Waldbronn, Germany); RNA concentration was determined using the NanoDrop ND-1000 Spectrophotometer (NanoDrop Technologies Inc.). RNA was then treated with DNaseI (Ambion). In vitro transcription, hybridization and biotin labeling were performed according to Affymetrix 3’IVT protocol (Affymetrix).

All microarray data analyses were performed in R (version 3.4.2) using Bioconductor libraries (BioC 3.5) and R statistical packages. Probe level signals were converted to expression values using robust multiarray average procedure RMA of Bioconductor *affy* package, and a custom definition file for mouse Gene 2.0 ST arrays based on Entrez genes from BrainArray (version 22.0.0; http://brainarray.mbni.med.umich.edu/Brainarray/Database/CustomCDF/22.0.0/entrezg.asp). Raw data are available at Gene Expression Omnibus under accession number GSE119574.

To identify differentially expressed genes, we compared the expression levels of ex vivo purified cDC1 cells from the lungs of healthy and KP-tumor bearing mice using the Significance Analysis of Microarray (SAM; algorithm coded in the *samr* R package^58^. In SAM, we estimated the percentage of false positive predictions (i.e., false discovery rate, FDR) with 100 permutations and selected those probe sets with FDR ≤ 5% and absolute fold change larger than a selected threshold (e.g., ≥2) in the comparison of cDC1 cells from tumor-bearing and healthy mice (Supplementary Table 1).

Global unsupervised and supervised clusterings were performed using the function *hclust* of R *stats* package with Pearson correlation as distance metric and average agglomeration method. Gene expression heatmaps have been generated using the function *heatmap.2* of R *gplots* package after row-wise standardization of the expression values. The volcano plot, showing the most significantly differentially expressed genes in the comparison of ex- vivo purified cDC1 cells from tumor and healthy mice, was generated using the *ggplot* function of the *ggplot2* R package. *P*-values were derived from SAM *q*-values using the function *samr.pvalues.from.perms* of the *samr* R package (Supplementray Table 1). Functional over-representation was performed using Gene Set Enrichment Analysis (GSEA; http://software.broadinstitute.org/gsea/index.jsp) and the curated gene sets of the Molecular Signatures Database (MSigDB) derived from the Hallmark pathway collection (http://software.broadinstitute.org/gsea/msigdb/collections.jsp). Prior to GSEA analysis, we converted mouse Entrez IDs into the corresponding human homologous genes using the HUGO Gene Nomenclature Committee (HGNC) database (https://www.genenames.org/cgi-bin/hcop). Gene sets were considered significantly enriched at FDR ≤ 0.25 when using Signal2Noise as metric and 1000 permutations of gene sets. The dot plot, showing the most significantly enriched and depleted gene sets in cDC1 sorted from lungs with established KP tumors, was generated using the *ggplot* function of the *ggplot2* R package. Immgen data were downloaded from the Consortium webpage and linear expression values for Timd4 were replotted in Graphpad.

### Collections of lung adenocarcinoma

Gene expression data (RSEM gene normalized) and clinical information of the TCGA lung adenocarcinoma (LUAD) were downloaded from the Broad GDAC Firehose Portal and used as is. Transcriptional profiles of non-small-cell lung cancer patients responding and non-responding to anti-PD-1 treatment were downloaded from Gene Expression Omnibus GSE126044^59^. Raw counts have been converted to CPM and log-CPM values using the *cpm* function of the *edgeR* package in R.

Average signature expression has been calculated as the standardized average expression of all signature genes in sample subgroups (e.g., histological grade, response to therapy). The gene sets used for the signatures and the relevant literature are illustrated in Supplementary Table 2. To identify two groups of tumors with either high or low expression of a gene set, we used the classification rule described in the ref. ^60^. Briefly, we classified tumors as “low” if the gene set score was lower than the 25th percentile of the distribution of the gene set score and as “high” otherwise. This classification was applied to the expression values of the TCGA LUAD dataset, early stages. To evaluate the prognostic value of a gene set, we estimated the overall survival probability using the Kaplan–Meier method and compared the Kaplan–Meier curves using the log-rank (Mantel–Cox) test. *P* values were calculated according to the standard normal asymptotic distribution. Survival analysis was performed in GraphPad Prism.

#### Single-cell RNA-seq data analysis

Murine lung scRNA-seq data have been obtained from Tabula Muris^61^. Briefly, we downloaded from the Tabula Muris website (https://tabula-muris.ds.czbiohub.org/) the R object file containing cell annotations and clustering information of cells analyzed using FACS-based cell capture in plates. tSNE plots of all cell types and of the “dendritic cell/macrophage” subset have been generated using *Seurat* R package^62^. 3D scatterplots were generated with the *plot3d* function of the *rgl* R package. Control and KP tumor murine lungs scRNA-seq data were obtained from the ref. ^16^. Briefly, we downloaded from the GitHub repository associated to the publication (https://github.com/effiken/Maier_et_al_nature_2020) the R object file containing expression values and cell annotations. Differential expression analysis was performed using *Seurat* R package.

### Statistic

Primary data were collected in Microsoft Excel and statistical analysis were performed using Graphpad Prism 6. For comparison between two or more groups with normally distributed datasets two-tailed Student’s *T*-test, one-way ANOVA or two-way ANOVA were used as appropriate. The non-parametric Kruskal–Wallis test with Dunn’s multiple comparison was performed to compare three or more unmatched groups. *P* values ≤ 0.05 were considered significant.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

All microarray raw data generated for the present study, along with gene expression matrices and metadata for each sample, are publicly available in Gene Expression Omnibus (GEO) under accession code [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE119574]. RSEM gene normalized data and clinical information of the TCGA lung adenocarcinoma (LUAD) were downloaded from the Broad GDAC Firehose Portal [http://firebrowse.org/?cohort=LUAD&download_dialog=true]. RNA-seq raw counts of non-small-cell lung cancer patients responding and non-responding to anti-PD-1 treatment were downloaded from GEO [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE126044]. The scRNA-seq data of murine lung were obtained from Tabula Muris [https://tabula-muris.ds.czbiohub.org/] as R object file containing cell annotations and clustering information of cells analyzed using FACS-based cell capture in plates. The scRNA-seq data of control and KP tumor murine lungs were downloaded from https://github.com/effiken/Maier_et_al_nature_2020 as an R object file containing expression values and cell annotations [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE131957]. The gene sets of the Hallmark pathway collection were downloaded from the Molecular Signatures Database (MSigDB) of the Broad Institute [http://software.broadinstitute.org/gsea/msigdb/collections.jsp; version 6.2]. Source data are provided with this paper. All other data supporting the findings of this study are available within the Article, Supplementary Information or from the corresponding authors on reasonable request.

## Source data

Source Data

How the deposited data were processed for this re-analysis (not part of the article)

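The data are 7 Affymetrix Mouse Gene 2.0 ST arrays of lung cDC1, 4 from control lungs (nLung) and 3 from lungs with late KP tumors (KP(l)). Each array is a pool of lungs of 2 to 3 mice. The paper names the Affymetrix 3'IVT protocol for transcription and labeling, while the sample labels name amplification by a NuGEN protocol. The authors made the deposited log2 values by RMA, with background correction, quantile normalization and median-polish summary, in the affy package of R 3.4.2 and Bioconductor 3.5 with the BrainArray Entrez gene definition file version 22.0.0.  The deposited table has 25428 probe sets, and 24703 of them could be named from the platform table and the gene table of the reference. No probe set was left out and no background level was taken off. Linear expression is 2 to the power of the deposited value.

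From these values KP(l) was compared with nLung in limma 3.58.1 (R 4.3.3) with lmFit and eBayes, and p was adjusted by Benjamini-Hochberg over all probe sets. A gene was called at an adjusted p of 0.05 or less and a fold change of 2 or more, the thresholds of the study. SAM, which the study used, was written anew after the samr package, with its fudge factor s0 (0.0484 here) and all 35 splits of the 7 arrays in place of 100 random permutations. Exact permutation tests of single genes compare the group means of the log2 values, two-sided over the same 35 splits, and the smallest p they can give is 0.0286. The number of arrays limits the precision.

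The 30 gene lists hold 619 genes, 579 of which were measured. They cover the genes of Fig. 3a and of Fig. 3b and c, other receptors for apoptotic cells, interferon and antigen processing genes, trafficking, the lysosome, maturation, cytokines, lipid and energy metabolism, stress, the cell cycle, and markers of other cell types. The 29 lists with at least 5 measured genes were tested with limma's camera at a preset correlation of 0.01 between genes, two-sided, with p adjusted over the lists. A correlation estimated from the data and fry, which tests whether a list's genes move 1 way on balance, were the alternatives. The GSEA of the study with its Hallmark sets was not repeated, and samr itself was not run. The rule for naming genes took every gene of Fig. 3a to c, in each direction the 12 genes with the largest changes among those called, of which there were none, and from each list up to 4 members called or, with none, the 2 with the highest mean. The values of Fig. 3a in the paper's source data were seen before this rule was written. Any other gene named was chosen after its values were seen, whether or not its own sentence says so.

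Each choice was also made in other ways. These were an intensity trend in eBayes, array weights, quantile normalization once more, centring on the array median, only genes above the median mean, leaving out each array, the replicate number as a block, SAM, the ratio of linear means, other fold thresholds and the other set tests. Those chosen after seeing the data were SAM with the fold threshold inside the count of false calls, the mean of the alveolar macrophage markers as a covariate, the 2 sets of arrays (replicates 1 and 2 of both groups, and the rest) as a block, and ComBat for these sets with the group kept, before limma or SAM. ComBat's parametric form was written in R for this purpose and left 1266 probe sets with 1 value throughout a set as they were. The tests were tried on simulated arrays with the means and spreads of the real ones. With 200 genes changed, limma called 13.5%, 47.8%, 69.2% and 86.7% of them at log2 changes of 1, 1.5, 2 and 3, with 4.70 false calls per run at most, and a list shifted by 0.5 was called in 10 of 10 runs. The changed genes lay above the median mean, and all genes were drawn independently of one another. The shares found may therefore differ for real arrays, in which genes can be correlated. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.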

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

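The tests of the camera p in other splits of the arrays, of dilution, of macrophage RNA and of expression gained by cDC1, the macrophage covariate and the 2 sets of arrays as a block were chosen only after the result was seen, unlike the other tests in this part.

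In 15 of the 108 genes and list means examined in nLung, 1 array lay apart from the other 3, judged by the share of the range that its gap took up. For normally distributed values chance gives about 1 in 20 or 5.40. Some of these genes were chosen after their values were seen and some are members of the lists, so that this number is only a rough guide. A gap can also be small on the log2 scale, as for Stab1. The 3 KP(l) arrays are too few for this comparison. Replicate 1 was the array apart in 8 of the 15. On the log2 scale, with the range of the other arrays in parentheses, these were Id2 at 10.64 (10.28 to 10.34), Stab1 at 3.09 (3.04 to 3.04), Il1r2 at 5.87 (4.66 to 4.69), Fabp4 at 5.88 (2.08 to 2.64), Car4 at 7.11 (2.68 to 3.26), S100a8 at 2.07 (1.92 to 1.93), the mean of the LXR targets and lipid handling genes at 6.00, and the mean of the epithelial and tumor cell markers at 5.31. Replicate 2 was apart for Irf8 at 10.37 (10.52 to 10.54) and Irf4 at 5.09 (4.66 to 4.67). Replicate 3 was apart for Laptm5 at 12.25 (12.07 to 12.09), Ldha at 9.03 (9.25 to 9.30) and S100a9 at 4.76 (2.93 to 3.18), and replicate 4 for Ifi30 at 10.28 (9.89 to 9.94) and Tmem63a at 4.05 (4.64 to 4.73).

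The paper's text does not discuss 6 lists that were higher in KP(l) at an adjusted p of 0.05 or less from camera. The interferon gamma induced genes had an adjusted p of 0.00118. The glycolysis and hypoxia genes had a median log2 fold change of 0.24 and an adjusted p of 0.0166, with Ldha at 0.35, Pkm at 0.19 and Ndrg1, chosen after its value was seen, at 1.24. The lysosome and phagosome genes had a median of 0.15 and an adjusted p of 0.0239, with Psap at -0.01, Laptm5 at -0.13 and, chosen after its value was seen, Lamp1 at 1.07, and 1 gene, Ctsa, passed when adjusted over the list alone. The alveolar macrophage markers had a median of 1.05 and an adjusted p of 0.0239, the monocyte and interstitial macrophage markers a median of 0.70 and an adjusted p of 0.0369, with Ccr2 at -0.27 and Apoe at 1.67, and the neutrophil markers a median of 0.25 and an adjusted p of 0.0239, with S100a9 at 2.09 and Il1r2 at 0.26. The medians of the glycolysis, lysosome, monocyte and neutrophil lists were 0.35, 0.29, 0.95 and 0.42 among replicates 1 and 2, and -0.03, 0.05, 0.01 and 0.10 among the other arrays. S100a9 measured 3.69 and -0.65 in these sets and 0.21 without KP(l) replicate 1, and Il1r2 measured 0.57 and -0.66 in the sets and -0.71 without that array. Apoe measured 1.95 and 0.71 in the sets, Pkm 0.37 and -0.14 and Lamp1 1.47 and 0.50. With an estimated correlation none of the 6 passed, and with fry only the interferon gamma genes did. Without KP(l) replicate 1 the adjusted p was 0.107 for glycolysis, 0.207 for the lysosome, 0.563 for alveolar macrophages, 0.637 for monocytes and 0.584 for neutrophils. Without nLung replicate 2 these lists also missed the threshold, at 0.0665, 0.269, 0.0981, 0.158 and 0.0665 in the same order. Other arrays whose loss ended a call were nLung replicate 1 for glycolysis (0.0507), monocytes (0.0507) and neutrophils (0.0515), nLung replicates 3 and 4 for the markers of alveolar macrophages (0.175 and 0.0766), monocytes (0.115 and 0.0726) and neutrophils (0.0668 and 0.0673), and KP(l) replicate 2 for alveolar macrophages (0.0684). Chance cannot be excluded for glycolysis (camera p 0.00114, lowest of the other splits of the arrays 3.29e-04, as small in 4 of 35 splits), the lysosome (0.00411 and 0.00137, 4 splits), monocytes (0.00891 and 1.85e-04, 8 splits) or neutrophils (0.00411 and 0.00160, 4 splits).

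The lower Timd4 in KP(l) was weighed against a lower share of cDC1 in those sorts. Dilution by other cells would lower all cDC1 genes by about as much, but the 11 lineage factors had a median log2 fold change of -0.12 with an SD of 0.55, which lies above the -2.08 of Timd4 by more than that SD. This argues against dilution as the cause. Each of the 7 arrays is a separate pool, and the values within the 2 sets of arrays argue against a difference between these sets as the whole cause (-2.46 and -1.71). A lower expression of Timd4 in cDC1 of tumor-bearing lungs, which is what the paper states, and a loss of those cDC1 that express it both stay open on these arrays, since bulk arrays do not tell them apart, and neither was tested here. Beyond these arrays, the paper reports a significant decrease of Timd4 in cDC1 of KP lungs in single-cell RNA data. It also followed the percentage of TIM4-expressing cells by flow cytometry.

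The alveolar macrophage markers were weighed next. The sort gated out SiglecF-positive and CD11b-positive cells, which should remove alveolar macrophages and most monocytes. Of the 13 measured markers, 2 lay above the array median in every array, 3 are also in another list and 1, Marco, is a receptor of Fig. 3b and c. The mean of the list was 6.69, 5.89 and 3.74 in KP(l) replicates 1, 2 and 3, and 6.00, 4.38, 3.50 and 3.99 in nLung replicates 1 to 4. The median log2 fold change was 1.03 among replicates 1 and 2 and 0.0038 among the other arrays. Plet1, with the highest mean of the list and the 1 member to pass when adjusted over the list alone, had a log2 fold change of 1.65 (standard error 0.30), and Chil3 had 0.52 (standard error 1.88). Among genes chosen after their values were seen, Fabp4 had 2.80 (standard error 1.70), Car4 had 1.29 (standard error 1.35), Mrc1 had 1.05 (standard error 1.15) and Siglecf had 0.68 (standard error 0.65). Among replicates 1 and 2 Plet1, Chil3, Fabp4, Car4, Mrc1 and Siglecf measured 1.63, 1.00, 3.74, 1.11, 0.99 and 1.03, and among the other arrays 1.63, -1.97, -0.10, 0.41, 0.0038 and 0.00. With 1 array left out Chil3 ranged from -0.52 to 2.51, Fabp4 from 1.70 to 4.76, Car4 from 0.57 to 2.36, Mrc1 from 0.31 to 2.16 and Siglecf from -0.17 to 1.21. Fabp4, Car4 and Mrc1 lay below the array median in nLung replicates 3 and 4 and in KP(l) replicate 3, so that the sizes of their log2 fold changes are uncertain. The markers moved together between arrays of the same group, with an estimated correlation of 0.642 where the next highest of the lists was 0.380 and the median 0.0653. For the markers other than Plet1, a candidate explanation is therefore RNA of macrophages in some of the sorts, nLung replicate 1 included. Plet1 did not follow this pattern, at 1.63 in both sets and 1.44 to 1.89 under all alternatives, the macrophage covariate among them. For the list as a whole chance cannot be excluded, since the camera p of 0.00364 was matched or passed in 12 of 35 splits, with 2.76e-14 as the lowest of the others. Expression gained by cDC1 in every tumor-bearing lung cannot be told apart from this, because the lowest KP(l) array, at 3.74, lay below the nLung mean of 4.47 by less than the nLung SD of 1.08.

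The interferon gamma induced genes were weighed last. The camera p of 4.07e-05 was reached in 1 of 35 splits, the real one, and the lowest of the others was 7.26e-04. For a list singled out in advance, an exact test over the splits would give a p of 0.0286, the smallest that 35 splits allow. This list, however, was taken up as the strongest of 29, of which 1 had its smallest p in the real split where chance gives 0.829, so that chance is not excluded. With the mean of the alveolar macrophage markers as a covariate the adjusted p was 3.95e-05 and the median went from 0.49 to 0.51, with an SD over the members of 0.76 and 0.78, which argues against macrophage RNA as the whole cause. Without the Gbp and Irg families, whose probes could be shared between members, 9 genes were left with a median of 0.38 and a camera p of 0.00139, which argues against shared probes as the whole cause. The mean moderated statistic of the 20 genes exceeded that of the 32 core antiviral genes by 1.19, and by at most 0.641 in the other splits (1 of 35 as large). Of the 20 genes, 8 are also in another list. Gbp2, Gbp3, Cxcl10 and Irf1 are in the interferon alpha response list, which this comparison did not use. Type I interferon therefore stays open for them. A comparison of means over lists does not settle it for any other single gene either. A signal of interferon gamma in cDC1 of tumor-bearing lungs, beyond that of type I interferon, may explain these values, as a hypothesis found and tested on the same arrays that leaves chance open. With the 2 sets of arrays as a block the adjusted p was 3.50e-04, and the medians within the sets were 0.30 and 0.47, which argues against a difference between the sets as the whole cause. With an estimated correlation the list passed in neither form (0.190 without the block and 0.256 with it).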

How the results depend on the processing

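SAM with the fold threshold inside the count of false calls, the macrophage covariate, the 2 sets of arrays as a block and the 3 uses of ComBat were chosen only after the data were seen, and the other settings were chosen beforehand.

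The 79 genes examined have 1350 values under the alternatives. Of these, 1281 kept their direction and their side of the threshold, 6 came to pass it and 63 changed sign, and 56 genes never changed sign. The 29 lists have 519 values, of which 433 stayed as they were, 43 no longer passed, 10 came to pass and 33 changed direction. Of the 92 values of 5 counts, 80 stayed within 1.5 times and 12 moved.

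Under every setting chosen beforehand limma or SAM called 0 genes, with 785 to 1815 probe sets at an unadjusted p under 0.05 in limma, the lowest with only genes above the median mean, and the smallest adjusted p from limma was 0.110, without KP(l) replicate 3. The count was 6 with SAM and the fold threshold inside, 2 with ComBat and limma (smallest adjusted p 0.0241), 24 with ComBat and SAM, and 81 with ComBat, SAM and the fold threshold inside. Timd4 had log2 fold changes of -2.27 to -1.93 under all alternatives, Cd300lf 1.64 to 2.52 and Cd209a -2.51 to -1.85. The adjusted p from limma of Timd4 was 0.0602 to 0.926. ComBat and SAM called Timd4 (-2.12) and Cd300lf (1.95), and with the fold threshold inside also Cd209a (-2.16). The cause was not tested.

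The interferon alpha response had an adjusted p of 0.00340 to 0.624, and missed the threshold with an estimated correlation (0.624), with fry (0.397), with array weights (0.0618) and without nLung replicate 2, KP(l) replicate 2 or KP(l) replicate 3. Lists passing numbered 7, but 0 with an estimated correlation, 1 with fry, 3 with array weights, 4 with the macrophage covariate and 1 to 10 with 1 array left out, lowest without nLung replicate 2, and 6 to 8 in the other fits. MHC class I processing and trafficking passed under none, at 0.0748 to 0.692 and 0.116 to 0.897. The cause of these differences was not tested.

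Genes changed sign, with their log2 fold change in parentheses, under array weights (Itgam -0.0206 and Ppt1 -0.0051), quantile normalization once more (Irf8 0.019, Cd74 0.0188 and H2-Ab1 0.0162), centring on the array median (B2m -0.0093 and Ppt1 -0.0019), the replicate number as a block (Irf8 0.0061, H2-D1 -0.0279, Psap 3e-04 and Ccl17 0.0485), the macrophage covariate (Xcr1 0.017, Tlr3 0.0364, Irf8 0.0285, Itgam -0.0368, Marco -0.19, B2m -0.0086, H2-D1 -0.0412, Psap 0.0495, Chil3 -1.49, Il1r2 -0.45, Car4 -0.11 and Mrc1 -0.24), the 2 sets as a block (Irf8 0.0168, Psap 0.02 and Chil3 -0.19), ComBat and limma (Irf8 0.0175 and Psap 0.0132). Lists changed direction, with their adjusted p, under array weights (intracellular trafficking 0.748 and TGF-beta target genes 0.748), quantile normalization once more (plasmacytoid DC markers 0.947), centring on the array median (plasmacytoid DC markers 0.961), only genes above the median mean (TGF-beta target genes 0.849), the replicate number as a block (TGF-beta target genes 0.938), the macrophage covariate (other apoptotic cell receptors 0.987, TGF-beta target genes 0.968 and alveolar macrophage markers 0.987), the 2 sets as a block (TGF-beta target genes 0.955), ComBat and limma (TGF-beta target genes 0.947), fry (plasmacytoid DC markers 0.972 and epithelial and tumor cell markers 0.946). With 1 array left out, the log2 fold changes of genes that changed sign ranged as follows: Cxcr3 -0.30 to 0.25, Xcr1 -0.35 to 0.0557, Tlr3 -0.29 to 0.0831, Flt3 -8e-04 to 0.32, Irf8 -0.10 to 0.11, Itgam -0.23 to 0.30, Mertk -0.0226 to 0.87, Scarf1 -0.30 to 0.10, B2m -0.0332 to 0.054, H2-D1 -0.0279 to 0.11, Ppt1 -0.0555 to 0.0549, Psap -0.0859 to 0.0456, Cd68 -0.21 to 0.0092, Calr -0.10 to 0.18, Ccl17 -0.0669 to 0.0559, Chil3 -0.52 to 2.51, Il1r2 -0.71 to 0.88, Siglecf -0.17 to 1.21. Those of genes that kept their sign but moved by over 1.5 times ranged as follows: Clec9a -0.43 to -0.21, Cd24a -0.37 to -0.10, Cd207 -2.39 to -1.17, Id2 -0.25 to -0.0183, Batf3 0.0207 to 0.13, Csf1r 0.17 to 0.92, Sirpa 0.35 to 1.21, Irf4 -0.80 to -0.33, Cd36 -0.32 to -0.13, Axl 0.25 to 0.57, Lrp11 -0.33 to -0.082, Ly75 -0.17 to -0.0295, Stab1 -0.0617 to -0.0128, Marco 0.0211 to 0.91, Tyro3 -0.0596 to 0, Mfge8 1.11 to 2.24, Cd74 -0.12 to -0.0312, Ifi203 -1.14 to -0.54, Bst2 0.13 to 0.57, Ciita 0.0456 to 0.18, H2-Ab1 -0.0382 to -0.0146, M6pr 0.0574 to 0.24, Laptm5 -0.24 to -0.0679, Ccl22 -0.65 to -0.29, Pkm 0.0796 to 0.34, S100a9 0.21 to 3.25, Isg15 0.73 to 1.47, Fabp4 1.70 to 4.76, Car4 0.57 to 2.36, Mrc1 0.31 to 2.16, C1qb 1.17 to 2.97, Fn1 1.64 to 4.14, S100a8 0.35 to 4.16, Trem2 0.64 to 2.25. For lists that changed direction or call with 1 array left out, the adjusted p ranged as follows: cDC1 lineage factors 0.0332 to 0.637, other apoptotic cell receptors 0.0337 to 0.802, interferon alpha response 0.0105 to 0.304, MHC class II antigen processing 0.107 to 0.925, intracellular trafficking 0.260 to 0.738, chemokines and cytokines 0.102 to 0.494, TGF-beta target genes 0.637 to 0.994, cell cycle 0.0292 to 0.764, plasmacytoid DC markers 0.415 to 0.958, T and NK cell markers 0.225 to 0.937, epithelial and tumor cell markers 0.527 to 0.925, lysosome and phagosome 0.0131 to 0.269, DC maturation and migration 0.0337 to 0.613, cholesterol synthesis 0.0130 to 0.257, glycolysis and hypoxia 0.00368 to 0.107, dissociation stress 0.00964 to 0.602, alveolar macrophage markers 6.47e-05 to 0.563, monocyte and interstitial macrophage markers 1.94e-04 to 0.637, neutrophil markers 0.00125 to 0.584. The cause was not tested.

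The replicate numbers were not taken as pairs. The deviations from the group means had r of 0.0784, 0.0234 and 0.194 for arrays with the same number. For unlike numbers within a set, r was 0.0902 (nLung replicate 2 and KP(l) replicate 1), 0.0410 (nLung 1 and KP(l) 2) and 0.117 (nLung 4 and KP(l) 3). Across the sets, r was -0.124 to -0.0178, so that r was positive within the sets and negative across them. A low signal over background limits what can be seen in Lrp11, Stab1, Tyro3 and Scarf1, which lay at 16.2 or less in every array. At least 1 nLung array lay as low for Mertk, Marco, Cd300lf, Chil3, S100a9, Gbp3, Isg15, Scamp1, Fabp4, Car4, Mrc1, Siglecf and S100a8, and at least 1 KP(l) array for Itgam, Irf4, Mertk, Marco, Cd209a, Chil3, Il1r2, S100a9, Gbp3, Isg15, Fabp4, Car4, Mrc1, Siglecf, S100a8 and Havcr1, so that the sizes of their log2 fold changes are uncertain. The GSEA of the study and the samr package itself were not run.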

Differences from the paper's values

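Among the alternatives below, SAM with the fold threshold inside the count of false calls and all uses of ComBat were chosen only after the values were seen.

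The paper reports more than 40 differentially expressed transcripts at a false discovery rate of 5% and an absolute fold change of 2, the paper's value. At the same thresholds limma called 0 here, with 1236 at an unadjusted p under 0.05, and so did SAM written anew. None of the 17 alternatives chosen beforehand, SAM included, reached the paper's count. SAM with the fold threshold inside the count of false calls, chosen after seeing the values, called 6 and drops all 3 genes that the paper names as modulated, Timd4, Cd300lf and Cd209a. ComBat and limma, also chosen after seeing the values, called 2 and drops all 3. ComBat and SAM, chosen after seeing the values, called 24 and drops 1 of the 3, Cd209a. ComBat and SAM with the fold threshold inside the count of false calls, chosen after seeing the values, called 81, which lies within the paper's more than 40, and drops 0 of the 3. With ComBat made anew for each of 34 splits of the arrays, 10 gave at least 24 genes and 6 at least 81, the real split included. Chance is therefore not excluded for either count.

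The paper states that Timd4 was strongly downregulated and that Cd300lf and Cd209a were modulated. The log2 fold changes match the sizes of Fig. 3b, which are about -2.1 for Timd4, about 2.0 for Cd300lf, about -2.2 for Cd209a and about 1.6 for Mfge8, read by eye, against -2.08, 2.07, -2.22 and 1.72 here. The calls differ. Over all genes the adjusted p from limma was 0.606, 0.816 and 0.752 for the 3 genes that the paper calls. All 3 passed when adjusted over the 14 genes of the list alone, which is not an independent test since the paper reports these genes as changed on the same arrays. Timd4 and Cd300lf passed with ComBat and SAM, a setting chosen after seeing the values that drops Cd209a. ComBat there kept the groups that SAM then tested, and 10 of 34 splits treated alike, the real one included, gave at least 24 genes. These 2 calls therefore do not settle the matter. The paper describes the drop of Cd209a as slight and that of Timd4 as strong. Here the signal of Cd209a in KP(l) was low, at 8.61 to 21.4, so that the size of its drop is uncertain and was not compared with that of Timd4.

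The paper states that transcripts higher in tumor-associated cDC1 belonged to the interferon alpha pathway, intracellular trafficking and antigen processing. The interferon alpha list was higher here at an adjusted p of 0.0287, but did not pass with an estimated correlation (0.624), and chance cannot be excluded since 7 of 35 splits gave a camera p as small as 0.00594 (lowest other 2.31e-04). Trafficking had an adjusted p of 0.833, MHC class I processing 0.276 and MHC class II processing 0.813, and none of the alternatives brought these lists past the threshold. The paper used GSEA with gene set permutations at a false discovery rate of 25%, which was not repeated here, so the thresholds and the sets differ. At a rate of 25% camera with the settings used would take none of these 3 lists. At that rate MHC class I processing was taken, in the direction of the paper, with quantile normalization once more (0.0748), with centring on the array median (0.248), without nLung replicate 3 (0.247), nLung replicate 4 (0.205) or KP(l) replicate 1 (0.144), and with the replicate number as a block (0.146). MHC class II processing was taken only without KP(l) replicate 1 (0.107), and trafficking with the replicate number as a block (0.152). The macrophage covariate, chosen after seeing the values, took MHC class I processing (0.113) and trafficking (0.116) and drops 1 of the 4 lists, MHC class II processing. The 2 sets as a block and ComBat, both chosen after seeing the values, took MHC class I processing (0.165 and 0.188) and each drops 2 of the 4 lists, MHC class II processing and trafficking.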

Other observations

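The tests of the table behind Fig. 3a, of differences between the 2 sets of arrays and of other splits without these sets were chosen only after the result was seen, as were ComBat and the block that the other splits with the sets use, unlike the camera tests of the lists.

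The table of values behind Fig. 3a does not equal the deposited values. The mean absolute log2 difference over 103 cells was 0.0998 and the largest 0.463. After ComBat with replicates 1 and 2 of both groups as a batch, the other 3 arrays as another and the group kept, the mean was 0.00151 and the largest 0.0173. Of the 111 divisions of the arrays into 2 batches tried, with or without the group kept, the next closest had a mean of 0.0317. A candidate explanation is that the values of Fig. 3a went through such a ComBat step, which the paper's text does not name. It does not follow that the count of the paper was made on the same values.

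Between the 2 sets of arrays, with the group as a term, 1911 probe sets had an unadjusted p under 0.05 in limma and 0 passed after adjustment. Camera found 6 lists to differ, with adjusted p of 2.91e-06 for the alveolar macrophage markers, lower in the second set, 4.74e-05 for trafficking, 9.31e-04 for the cDC1 lineage factors, 0.0128 for maturation and 0.0330 for MHC class II processing, higher in the second set, and 0.0330 for the monocyte markers, lower in the second set. With an estimated correlation 0 of the lists differed, and the lowest adjusted p was 0.111, for trafficking.

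Chance cannot be excluded for the counts that depend on the sets. With ComBat made anew for each of the 34 splits of the arrays that could be fitted, 10 gave at least the 24 genes of ComBat and SAM (highest other 1271) and 6 at least the 81 with the fold threshold inside (highest other 1363). The 4 splits with the most calls, from 903 up, put 3 of the 4 arrays of the first set in 1 group, so that group and set nearly coincide. In these 4 splits limma with the sets as a block called 4 to 79 genes, and the cause of the high counts after ComBat was not tested. With the sets as a block, 6 splits had at least the 1409 probe sets at an unadjusted p under 0.05 (highest other 2835), 3 at least the 8 lists (highest other 10) and 2 a camera p for the interferon alpha response of at most 3.53e-04 (lowest other 2.47e-05).

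Without the sets, limma called 0 genes in the real split and at most 2 in the others, which says nothing about chance since all 35 splits have at least 0. Chance cannot be excluded for the 1236 at an unadjusted p under 0.05 (highest other 2185, 7 splits) or for the 7 lists (highest other 11, 5 splits). Nor can it be excluded for the interferon alpha response (camera p 0.00594, lowest other 2.31e-04, 7 splits), MHC class I processing (0.143 and 0.00994, 9 splits), MHC class II processing (0.701 and 3.07e-04, 29 splits) or trafficking (0.775 and 2.52e-06, 31 splits).

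Other lists did not pass with camera over all 7 arrays. The median log2 fold change was -0.07 (adjusted p 0.288) for maturation and migration, with Ccl22 at -0.46 (-0.65 to -0.29 with 1 array left out) and Ccl17 at -0.0046, 0.23 (adjusted p 0.348) for chemokines and cytokines, -0.23 (adjusted p 0.0974) for cholesterol synthesis, 0.28 (adjusted p 0.346) for LXR targets and lipid handling, 0.13 (adjusted p 0.239) for the unfolded protein response, -0.11 (adjusted p 0.237) for the cell cycle and -0.14 (adjusted p 0.127) for dissociation stress. Lower expression passed in some other fits, which were those without KP(l) replicate 3 for maturation (0.0337), without nLung replicate 1 for cholesterol synthesis (0.0130), without KP(l) replicate 2 or 3 for the cell cycle (0.0292 and 0.0332), and without nLung replicate 1, without KP(l) replicate 1 or with array weights for dissociation stress (0.00964, 0.0105 and 0.0179). Over all alternatives the adjusted p was 0.0337 to 0.968 for maturation, 0.0130 to 0.624 for cholesterol synthesis, 0.0292 to 0.903 for the cell cycle and 0.00964 to 0.781 for dissociation stress. The median log2 fold change was 0.04 (adjusted p 0.239) for B cell markers and -0.03 (adjusted p 0.348) for mast cell, basophil and red blood cell markers. The median, mean and test differed in sign for 6 of the others, which were TGF-beta targets (median 0.03 (adjusted p 0.950), mean -0.01), cDC2 and moDC markers (0.04 (adjusted p 0.713), mean -0.01), plasmacytoid DC markers (0.06 (adjusted p 0.888), mean 0.10, test pointing down), T and NK cell markers (0.04 (adjusted p 0.536), mean -0.14), epithelial and tumor cell markers (0.01 (adjusted p 0.826), mean -0.31) and endothelial and stromal markers (0.03 (adjusted p 0.495), mean -0.03). The 14 receptors of Fig. 3b and c had -0.07 (adjusted p 0.239), and the 31 other receptors and bridging molecules 0.04 (adjusted p 0.495), or 0.0337 toward higher expression without KP(l) replicate 3 and 0.0337 to 0.987 over all alternatives, with Trem2, chosen after its value was seen, at 1.46 (standard error 0.68), 2.35 and -0.24 in the 2 sets of arrays and 0.64 without KP(l) replicate 1.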
